# Differential gene expression analysis for multi-subject single-cell RNA-sequencing studies with *aggregateBioVar*

**DOI:** 10.1093/bioinformatics/btab337

**Published:** 2021-05-10

**Authors:** Andrew L Thurman, Jason A Ratcliff, Michael S Chimenti, Alejandro A Pezzulo

## Abstract

**Motivation:**

Single-cell RNA-sequencing (scRNA-seq) provides more granular biological information than bulk RNA-sequencing; bulk RNA sequencing remains popular due to lower costs which allows processing more biological replicates and design more powerful studies. As scRNA-seq costs have decreased, collecting data from more than one biological replicate has become more feasible, but careful modeling of different layers of biological variation remains challenging for many users. Here, we propose a statistical model for scRNA-seq gene counts, describe a simple method for estimating model parameters and show that failing to account for additional biological variation in scRNA-seq studies can inflate false discovery rates (FDRs) of statistical tests.

**Results:**

First, in a simulation study, we show that when the gene expression distribution of a population of cells varies between subjects, a naïve approach to differential expression analysis will inflate the FDR. We then compare multiple differential expression testing methods on scRNA-seq datasets from human samples and from animal models. These analyses suggest that a naïve approach to differential expression testing could lead to many false discoveries; in contrast, an approach based on pseudobulk counts has better FDR control.

**Availability and implementation:**

A software package, *aggregateBioVar*, is freely available on Bioconductor (https://www.bioconductor.org/packages/release/bioc/html/aggregateBioVar.html) to accommodate compatibility with upstream and downstream methods in scRNA-seq data analysis pipelines.

**Supplementary information:**

Raw gene-by-cell count matrices for pig scRNA-seq data are available as GEO accession GSE150211. Supplementary data are available at *Bioinformatics* online.

## 1 Introduction

Single-cell RNA-sequencing (scRNA-seq) enables analysis of the effects of different conditions or perturbations on specific cell types or cellular states. Multiple methods and bioinformatic tools exist for initial scRNA-seq data processing, including normalization, dimensionality reduction, visualization, cell type identification, lineage relationships and differential gene expression (DGE) analysis (Chen *et al.*, 2019; Hwang *et al.*, 2018; Luecken and Theis, 2019; Vieth *et al.*, 2019; Zaragosi *et al.*, 2020).

A common use of DGE analysis for scRNA-seq data is to perform comparisons between pre-defined subsets of cells (referred to here as *marker detection methods*); many methods have been developed to perform this analysis (Butler *et al.*, 2018; Delmans and Hemberg, 2016; Finak *et al.*, 2015; Guo *et al.*, 2015; Kharchenko *et al.*, 2014; Korthauer *et al.*, 2016; Miao *et al.*, 2018; Qiu *et al.*, 2017a, b; Wang *et al.*, 2019; Wang and Nabavi, 2018). Marker detection methods allow quantification of variation between cells and exploration of expression heterogeneity within tissues. In scRNA-seq studies, where cells are collected from multiple subjects (e.g. healthy versus disease), an additional layer of variability is introduced. DGE methods to address this additional complexity, which have been referred to as differential state (DS) analysis are just being explored in the scRNA-seq field (Crowell *et al.*, 2020; Lun *et al.*, 2016; McCarthy *et al.*, 2017; Van den Berge *et al.*, 2019; Zimmerman *et al.*, 2021).

In recent years, the reagent and effort costs of scRNA-seq have decreased dramatically as novel techniques have been developed (Aicher *et al.*, 2019; Briggs *et al.*, 2018; Cao *et al.*, 2017; Chen *et al.*, 2019; Gehring *et al.*, 2020; Gierahn *et al.*, 2017; Klein *et al.*, 2015; Macosko *et al.*, 2015; Natarajan *et al.*, 2019; Rosenberg *et al.*, 2018; Vitak *et al.*, 2017; Zhang *et al.*, 2019; Ziegenhain *et al.*, 2017), so that *biological replication*, meaning data collected from multiple independent biological units such as different research animals or human subjects, is becoming more feasible; biological replication allows generalization of results to the population from which the sample was drawn. However, in studies with biological replication, gene expression is influenced by both cell-specific and subject-specific effects. Therefore, as experiments that include biological replication become more common, statistical frameworks to account for multiple sources of biological variability will be critical, as recently described by Lähnemann *et al.* (Lahnemann *et al.*, 2020).

Crowell *et al.* (Crowell *et al.*, 2020) provides a thorough comparison of a variety of DGE methods for scRNA-seq with biological replicates including: (i) marker detection methods, (ii) *pseudobulk* methods, where gene counts are aggregated between cells from different biological samples and (iii) mixed models, where models for gene expression are adjusted for sample-specific or batch effects. This study found that generally pseudobulk methods and mixed models had better statistical characteristics than marker detection methods, in terms of detecting differentially expressed genes with well-controlled false discovery rates (FDRs), and pseudobulk methods had fast computation times. In another study, mixed models were found to be superior alternatives to both pseudobulk and marker detection methods (Zimmerman *et al.*, 2021). Marker detection methods were found to have unacceptable FDR due to *pseudoreplication bias*, in which cells from the same individual are correlated but treated as independent replicates, and pseudobulk methods were found to be too conservative, in the sense that too many differentially expressed genes were undiscovered. Alternatively, batch correction methods have been proposed to remove inter-individual differences prior to DS analysis, however, this increases type I error rates and disturbs the rank-order of results as explained in Zimmerman *et al.* (Zimmerman *et al.*, 2021).

Here, we introduce a mathematical framework for modeling different sources of biological variation introduced in scRNA-seq data, and we provide a mathematical justification for the use of pseudobulk methods for DS analysis. These methods provide interpretable results that generalize to a population of research subjects, account for important sources of biological and technical variability and provide adequate FDR control.

We proceed as follows. First, we present a statistical model linking differences in gene counts at the cellular level to four sources: (i) subject-specific factors (e.g. disease and intervention), (ii) variation between subjects, (iii) variation between cells within subjects and (iv) technical variation introduced by sampling RNA molecules, library preparation and sequencing. Second, we make a formal argument for the validity of a DS test with subjects as the units of analysis and discuss our development of a Bioconductor package that can be incorporated into scRNA-seq analysis workflows. Third, we examine properties of DS testing in practice, comparing cells versus subjects as units of analysis in a simulation study and using available scRNA-seq data from humans and pigs. Finally, we discuss potential shortcomings and future work.

## 2 Materials and methods

### 2.1 Statistical model

In bulk RNA-seq studies, gene counts are often assumed to follow a negative binomial distribution (Hardcastle and Kelly, 2010; Leng *et al.*, 2013; Love *et al.*, 2014; Robinson *et al.*, 2010). The negative binomial distribution has a convenient interpretation as a hierarchical model, which is particularly useful for sequencing studies. In the first stage of the hierarchy, gene expression for each sample is assumed to follow a gamma distribution with mean expression modeled as a function of sample-specific covariates. When samples correspond to different experimental subjects, the first stage characterizes biological variation in gene expression between subjects. In the second stage, the observed data for each gene, measured as a count, is assumed to follow a Poisson distribution with mean equal to the product of a size factor, such as sequencing depth, and gene expression generated in the first stage. The second stage represents technical variation introduced by the processes of sampling from a population of RNAs, building a cDNA library and sequencing. Increasing sequencing depth can reduce technical variation and achieve more precise expression estimates, and collecting samples from more subjects can increase power to detect differentially expressed genes.

In contrast, single-cell experiments contain an additional source of biological variation between cells. We propose an extension of the negative binomial model to scRNA-seq data by introducing an additional stage in the model hierarchy.

For clarity of exposition, we adopt and extend notations similar to (Love *et al.*, 2014). In a scRNA-seq experiment with multiple subjects, we assume that the observed data consist of gene counts for G genes drawn from multiple cells among n subjects. We also assume that cell types or states have been identified, DS analysis will be performed within each cell type of interest and henceforth, the notation corresponds to one cell type.

Define $K_{\mathrm{ijc}}$ to be the count for gene i in cell c collected from subject j, and a *size factor* $s_{jc}$ related to the amount of information collected from cell c in subject j (i=1,…G; $c=1,\ldots ,C_{j};j=1,\ldots ,n$). For example, a simple definition of $s_{jc}$ is the number of unique molecular identifiers (UMIs) collected from cell c of subject j. To measure heterogeneity in expression among different groups, we assume that mean expression for gene i in subject j is influenced by R subject-specific covariates $x_{j1},\;\ldots ,x_{jR}.$ Let $\mathrm{Gamma}\left(a,b\right)$ denote the gamma distribution with shape parameter a and scale parameter b, $\mathrm{Poisson}\left(m\right)$ denote the Poisson distribution with mean m and $\left[X|Y\right]$ denote the conditional distribution of random variable X given random variable Y. To characterize these sources of variation, we consider the following three-stage model:

- Expression of gene i in subject j follows a gamma distribution,
  $$\theta_{ij}∼\mathrm{Gamma}\left(\alpha_{i}^{-1},q_{ij}\alpha_{i}\right),$$
  where $\log\left(q_{ij}\right)=\sum_{r}x_{jr}\beta_{ir}$. The dispersion parameter $\alpha_{i}$ will be termed *subject-level variance*. The mean of $\theta_{ij}$ is $q_{ij}$, and its variance is $\alpha_{i}$.
- Given *subject-level expression* $\theta_{\mathrm{ij}}$, the *cell-level expression* in cell c, $\lambda_{\mathrm{ijc}}$, follows a gamma distribution,
  $$\left[\lambda_{\mathrm{ijc}}|\theta_{ij}\right]∼\mathrm{Gamma}\left(\sigma_{ij}^{-2},\theta_{ij}\sigma_{ij}^{2}\right).$$
  The parameter $\sigma_{ij}^{2}$ is termed the *cell-level variance* for subject j, which is allowed to vary between genes and subjects. The mean of $\lambda_{\mathrm{ijc}}$ is $\theta_{ij}$, and its variance is $\sigma_{ij}^{2}.$
- Conditional on the cell-level expression $\lambda_{\mathrm{ijc}}$, gene counts are modeled using a Poisson distribution,
  $$\left[K_{\mathrm{ijc}}|\lambda_{\mathrm{ijc}}\right]∼\mathrm{Poisson}\left(s_{jc}\lambda_{\mathrm{ijc}}\right).$$

In stage i, variation in expression between subjects is due to differences in covariates via the regression function $q_{ij}$ and residual subject-to-subject variation via the dispersion parameter $\alpha_{i}$. In stage ii, we assume that we have not measured cell-level covariates, so that variation in expression between cells of the same type occurs only through the dispersion parameter $\sigma_{ij}^{2}$. In stage iii, technical variation in counts is generated from a Poisson distribution. This model implicitly assumes that the only systematic variation in expression is due to subject-level covariates, and for a fixed level of covariates, any additional variation between subjects or cells is due to chance.

Although, in this work, we only consider the simple model presented above, the model could be extended to allow for systematic variation between cells by imposing a regression model in stage ii. If $z_{jc1},z_{jc2},\ldots ,z_{\mathrm{jcL}}$ are L cell-level covariates, then a log-linear regression model could take the form $\log\left(\theta_{\mathrm{ijc}}\right)=\sum_{l}z_{\mathrm{jcl}}\gamma_{\mathrm{ijl}}$.

### 2.2 Approximation for DS analysis

It is helpful to inspect the proposed model under a simplifying assumption. Suppose that cell-level variance $\sigma_{ij}^{2}\approx 0$. Under this assumption, $\lambda_{ij}\approx \theta_{ij}$ and the three-stage model reduces to a two-stage model. Define the *aggregated counts* $K_{ij}=\sum_{c}K_{\mathrm{ijc}}$, and let $s_{j}=\sum_{c}s_{jc}$. The marginal distribution of $K_{ij}$ is approximately negative binomial with mean $\mu_{ij}=s_{j}q_{ij}$ and variance $\mu_{ij}+\alpha_{i}\mu_{ij}^{2}$. This is the model used in DESeq2 (Love *et al.*, 2014).

In practice, this assumption is unlikely to be satisfied, but if we make modest assumptions about the growth rates of the size factors and numbers of cells per subject, we can obtain a useful approximation.

Theorem 1: The expected value of $K_{ij}$ is $\mu_{ij}=s_{j}q_{ij}$. Further, if we assume that, for some constants $k_{1}$ and $k_{2}$, $C_{j}^{-1}\sum_{c}s_{jc}\to k_{1}$ and $C_{j}^{-1}\sum_{c}s_{jc}^{2}\to k_{2}$ as $C_{j}\to \infty$, then the variance of $K_{ij}$ is $\mu_{ij}+\left\{\alpha_{i}+o\left(1\right)\right\}\mu_{ij}^{2}$.

Proof:

The expected value of $K_{ij}$ is computed by conditioning,

$${E(K}_{ij})\;=\;E\left[E\left(K_{ij}|\left\{\lambda_{\mathrm{ijc}},c=1,\ldots ,C_{j}\right\}\right)\right]$$

 

$$=\;E\left[E\left(\sum_{c}s_{jc}\lambda_{\mathrm{ijc}}|\theta_{ij}\right)\right]$$

 

$$=\;E\left[s_{j}\theta_{ij}\right]$$

 

$$=\;s_{j}q_{ij}$$

The variance of $K_{ij}$ is computed using iterative applications of the total variance formula (Ross, 2019),

$${\mathrm{Var}(K}_{ij})\;=\;\mathrm{Var}\left[E\left(K_{ij}|\left\{\lambda_{\mathrm{ijc}},c=1,\ldots ,C_{j}\right\}\right)\right]+E\left[\mathrm{Var}\left(K_{ij}|\left\{\lambda_{\mathrm{ijc}},c=1,\ldots ,C_{j}\right\}\right)\right]$$

 

$$=\;\mathrm{Var}\left[\sum_{c}s_{jc}\lambda_{\mathrm{ijc}}\right]+E\left[\sum_{c}s_{jc}\lambda_{\mathrm{ijc}}\right]$$

 

$$=\;\mathrm{Var}\left[E\left(\sum_{c}s_{jc}\lambda_{\mathrm{ijc}}|\theta_{ij}\right)\right]+E\left[\mathrm{Var}\left(\sum_{c}s_{jc}\lambda_{\mathrm{ijc}}|\theta_{ij}\right)\right]+s_{j}q_{ij}$$

 

$$=\;\mathrm{Var}\left[s_{j}\theta_{ij}\right]+E\left[\sigma_{ij}^{2}\theta_{ij}\sum_{c}s_{jc}^{2}\right]+s_{j}q_{ij}$$

 

$$=\;s_{j}^{2}q_{ij}^{2}\alpha_{i}+\sigma_{ij}^{2}\left(q_{ij}^{2}\alpha_{i}+q_{ij}^{2}\right)\left(\sum_{c}s_{jc}^{2}\right)+s_{j}q_{ij}$$

 

$$=\;s_{j}^{2}q_{ij}^{2}\left\{\alpha_{i}+\sigma_{ij}^{2}\left(1+\alpha_{i}\right)\left(\sum_{c}s_{jc}^{2}\right)/s_{j}^{2}\right\}+s_{j}q_{ij}$$

 

$$=\;s_{j}^{2}q_{ij}^{2}\left\{\alpha_{i}+\sigma_{ij}^{2}\left(1+\alpha_{i}\right)\left(C_{j}^{-1}\sum_{c}s_{jc}^{2}\right)C_{j}^{-1}/{\left(C_{j}^{-1}\sum_{c}s_{jc}\right)}^{2}\right\}+s_{j}q_{ij}$$

Applying the assumptions $C_{j}^{-1}\sum_{c}s_{jc}\to k_{1}$ and $C_{j}^{-1}\sum_{c}s_{jc}^{2}\to k_{2}$ completes the proof. ▪

To better illustrate the assumptions of the theorem, consider the case when the size factor $s_{jc}\;$is the same for all cells in a sample j and denote the common size factor as $s_{j}^{*}.$ In this case, $C_{j}^{-1}\sum_{c}s_{jc}=s_{j}^{*}$ and $C_{j}^{-1}\sum_{c}s_{jc}^{2}={\left(s_{j}^{*}\right)}^{2}$, and the theorem holds. The main idea of the theorem is that if gene counts are summed across cells and the number of cells grows large for each subject, the influence of cell-level variation on the summed counts is negligible.

Because these assumptions are difficult to validate in practice, we suggest following the guidelines for library complexity in bulk RNA-seq studies. Consider a purified cell type (PCT) study design, in which many cells from a cell type of interest could be isolated and profiled using bulk RNA-seq. The observed counts for the PCT study are analogous to the aggregated counts for one cell type in a scRNA-seq study. Furthermore, guidelines for library complexity in bulk RNA-seq studies apply to data with heterogeneity between cell types, so these recommendations should be sufficient for both PCT and scRNA-seq studies, in which data have been stratified by cell type.

Theorem 1 implies that when the number of cells per subject is large, the aggregated counts follow a distribution with the same mean and variance structure as the negative binomial model used in many software packages for DS analysis of bulk RNA-seq data.

### 2.3 Implementation via *aggregateBioVar*

Theorem 1 provides a straightforward approach to estimating regression coefficients $\beta_{i1},\ldots ,\beta_{iR}$, testing hypotheses and constructing confidence intervals that properly account for variation in gene expression between subjects. As an example, consider a simple design in which we compare gene expression for control and treated subjects. We set $x_{j1}=1$ for all j and define $x_{j2}$ as a dummy variable indicating that subject j belongs to the treated group. Then the regression model from Section 2.1 simplifies to $\log\left(q_{ij}\right)=\beta_{i1}+\beta_{i2}x_{j2}$. The null and alternative hypotheses for the i-th gene are $H_{0}^{\left(i\right)}:\beta_{i2}=0$ and $H_{0}^{\left(i\right)}:\beta_{i2}\neq 0$, respectively.

We have developed the software package *aggregateBioVar* (available on Bioconductor) to facilitate broad adoption of pseudobulk-based DE testing; *aggregateBioVar* includes a detailed vignette, has low code complexity and minimal dependencies and is highly interoperable with existing RNA-seq analysis software using Bioconductor core data structures (Fig. 1). See Supplementary Material for brief example code demonstrating the usage of *aggregateBioVar*.

**Fig. 1.**
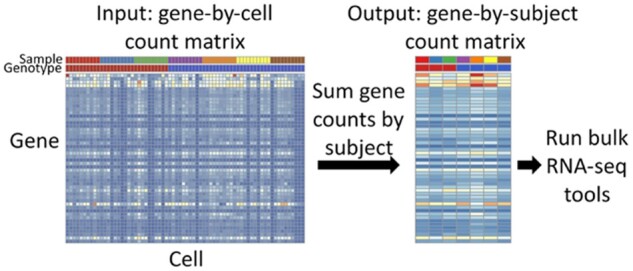
Aggregation technique accounting for subject-level variation in DS analysis. For each subject, gene counts are summed for all cells. The resulting matrix contains counts of each genefor each subject and can be analyzed using software for bulk RNA-seq data

## 3 Results

In order to contrast DS analysis with cells as units of analysis versus subjects as units of analysis, we analysed both simulated and experimental data. In our simulation, the analysis focused on transcriptome-wide data simulated from the proposed model for scRNA-seq counts under different numbers of differentially expressed genes and different signal-to-noise ratios. To illustrate scalability and performance of various methods in real-world conditions, we show results in a porcine model of cystic fibrosis and analyses of skin, trachea and lung tissues in human sample datasets.

### 3.1 Simulation

We designed a simulation study to examine characteristics of using subjects or cells as units of analysis for DS testing under data simulated from the proposed model. Gene counts were simulated from the model in Section 2.1. To consider characteristics of a real dataset, we matched fixed quantities and parameters of the model to empirical values from a small airway secretory cell subset from the newborn pig data we present again in Section 3.2. Specifically, we considered a setting in which there were two groups of subjects to compare, containing four and three subjects, respectively with 21 731 genes. 

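Small airway secretory cells, which make mucins and secretoglobins, were taken from 4 non-CF and 3 CF pigs. In the non-CF pigs, SCGB3A2, a secretoglobin of the small airways, averaged 8990.4 ± 4264 CPM (counts scaled to a common library size; mean ± SD, n = 4), and SFTPB, a surfactant protein, averaged 937 ± 187 CPM (SD, n = 4). In the CF pigs these genes averaged 12497 ± 3335 and 648 ± 166 CPM (SD, n = 3). The cells held at least 1 UMI of 19099 of the 26656 annotated genes. The cells of CF pig 3885 were left out, since only 7 secretory cells of its small airway passed the filters and at least 10 were required.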

For each subject, the number of cells and numbers of UMIs per cell were matched to the pig data. 

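The non-CF pigs contributed 114 to 137 small airway secretory cells each, and CF pigs 3887 and 13003 contributed 167 and 594. These 1387 cells held a median of 21292 UMIs, with a range from 3038 to 49459. The median per pig was lowest in non-CF pig 13004, at 15211 UMIs per cell, and highest in non-CF pig 3894, at 25848. Over all secretory cells of a group, the median was 20284 UMIs in the 889 CF cells and 23232 in the 498 non-CF cells.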

The number of UMIs for cell c was taken to be the size factor $s_{jc}$ in stage 3 of the proposed model.

Further, the cell-level variance and subject-level variance parameters were matched to the pig data. Specifically, if $K_{\mathrm{ijc}}$ is the count of gene i in cell c from pig j, we defined $E_{\mathrm{ijc}}=K_{\mathrm{ijc}}/\sum_{i^{'}}K_{i^{'}jc}$ to be the normalized expression for cell c from subject j and $E_{ij}=\sum_{c}^{\;}K_{\mathrm{ijc}}/\sum_{i^{'}}^{\;}\sum_{c}K_{i^{'}jc}$ to be the normalized expression for subject j. 

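For the median gene in small airway secretory cells, the variance between cells of a pig was 7.91 times the squared mean. The variance between all 7 pigs, CF and non-CF together, was 0.174 times the squared mean. The cell-level variance was 45.5 times the subject-level variance. Among the 10% of genes with the highest expression, the median cell-level variance was 0.776 and the median subject-level variance was 0.0232. Secretory cells of CF pig 13003 had the highest median cell-level variance, 13.0, and those of non-CF pig 3894 had the lowest, 5.92. Pig 13003 also gave the most cells, 594. The measure includes counting noise, and the pigs were not compared at equal numbers of cells. With cells of at least 1000 UMIs, a setting that also brings in CF pig 3885, the median subject-level variance was 0.404.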

Next, we matched the empirical moments of the distributions of $\left\{E_{ijc}\right\}$ and $\left\{E_{ij}\right\}$ to the population moments. If $m_{i}$ is the sample mean of {$E_{ij}$} over j, $v_{i}$ is the sample variance of {$E_{ij}$} over j, $m_{ij}$ is the sample mean of {$E_{\mathrm{ijc}}$} over c, and $v_{ij}$ is the sample variance of {$E_{\mathrm{ijc}}$} over c, we fixed the subject-level and cell-level variance parameters to be ${\tilde{\alpha }}_{i}=v_{i}/m_{i}^{2}$ and ${\tilde{\sigma }}_{ij}^{2}=v_{ij}/m_{ij}^{2}$, respectively.

The regression component of the model took the form $\log\left(q_{ij}\right)=\beta_{i1}+x_{j2}\beta_{i2}$, where $x_{j2}$ is an indicator that subject j is in group 2. The expression level of gene i for group 1, ${\tilde{\beta }}_{i1}$, was matched to the pig data by setting $e^{{\tilde{\beta }}_{i1}}=\sum_{j}^{\;}\sum_{c}^{\;}K_{\mathrm{ijc}}/\sum_{i^{'}}^{\;}\sum_{j}^{\;}\sum_{c}^{\;}K_{i^{'}jc}$. The expression parameter for the difference between groups 1 and 2, $\beta_{i2}$, was varied in order to evaluate the properties of DS analysis under a number of different scenarios.

Nine simulation settings were considered. First, a random proportion of genes, $p_{\mathrm{DE}}$, were flagged as differentially expressed. If a gene was not differentially expressed, the value of $\beta_{i2}$ was set to 0. If a gene was differentially expressed, $\beta_{i2}$ was simulated from a normal distribution with mean 0 and standard deviation (SD) τ. The value of $p_{\mathrm{DE}}$ describes the relative number of differentially expressed genes in a simulated dataset, and the value of τ controls the signal-to-noise ratio. As τ increases, the width of the distribution of effect sizes increases, so that the signal-to-noise ratio for differentially expressed genes is larger. We considered three values for $p_{\mathrm{DE}}\in \{0.01,\;0.3,\;0.6\}$, giving 1%, 30% and 60% of genes as differentially expressed, respectively, and we considered three values for τ∈{0.5, 1.0, 1.5}, representing low, medium and high signal-to-noise ratios, respectively. Comparisons of characteristics of the simulated and real data are shown in Supplementary Figures S1–S6.

For each setting, 100 datasets were simulated, and we compared seven different DS methods. The method *subject* treated subjects as the units of analysis, and statistical tests were performed according to the procedure outlined in Sections 2.2 and 2.3. The other six methods involved DS testing with cells as the units of analysis. Four of the methods were applications of the FindMarkers function in the R package Seurat (Butler *et al.*, 2018; Satija *et al.*, 2015; Stuart *et al.*, 2019) with different options for the type of test performed: for the method *wilcox*, cell counts were normalized, log-transformed and a Wilcoxon rank sum test was performed for each gene; for the method *NB*, cell counts were modeled using a negative binomial generalized linear model; for the method *MAST*, cell counts were modeled using a hurdle model based on the MAST software (Finak *et al.*, 2015) and for the method *DESeq2*, cell counts were modeled using the DESeq2 software (Love *et al.*, 2014). The other two methods were *Monocle*, which utilized a negative binomial generalized additive model to test for differences in gene expression using the R package Monocle (Qiu *et al.*, 2017a, b; Trapnell *et al.*, 2014) and *mixed*, which modeled counts using a negative binomial generalized linear mixed model with a random effect to account for differences in gene expression between subjects and DS testing was performed using a Wald test. For each method, the computed *P*-values for all genes were adjusted to control the FDR using the Benjamini–Hochberg procedure (Benjamini and Hochberg, 1995).

Figure 2 shows precision-recall (PR) curves averaged over 100 simulated datasets for each simulation setting and method. For a sequence of cutoff values between 0 and 1, precision, also known as positive predictive value (PPV), is the fraction of genes with adjusted *P*-values less than a cutoff (*detected genes*) that are differentially expressed. The recall, also known as the true positive rate (TPR), is the fraction of differentially expressed genes that are detected. According to this criterion, the *subject* method had the best performance, and the degree to which *subject* outperformed the other methods improved with larger values of the signal-to-noise ratio parameter τ.

**Fig. 2.**
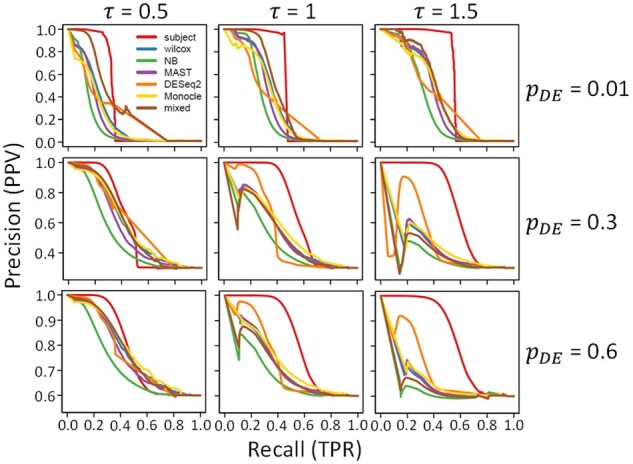
PR curves for DS analysis methods. Each panel shows results for 100 simulated datasets in one simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{\mathrm{DE}}$ and columns correspond to different SDs of (natural) log fold change, τ. In each panel, PR curves are plotted for each of seven DS analysis methods: subject (red), wilcox (blue), NB (green), MAST (purple), DESeq2 (orange), Monocle (gold) and mixed (brown). The vertical axis gives the precision (PPV) and the horizontal axis gives recall (TPR)

Figure 3a shows the area under the PR curve (AUPR) for each method and simulation setting. As we observed in Figure 2, the *subject* method had a larger area under the curve than the other six methods in all simulation settings, with larger differences for higher signal-to-noise ratios. When only 1% of genes were differentially expressed, the *mixed* method had a larger area under the curve than the other five methods.

**Fig. 3.**
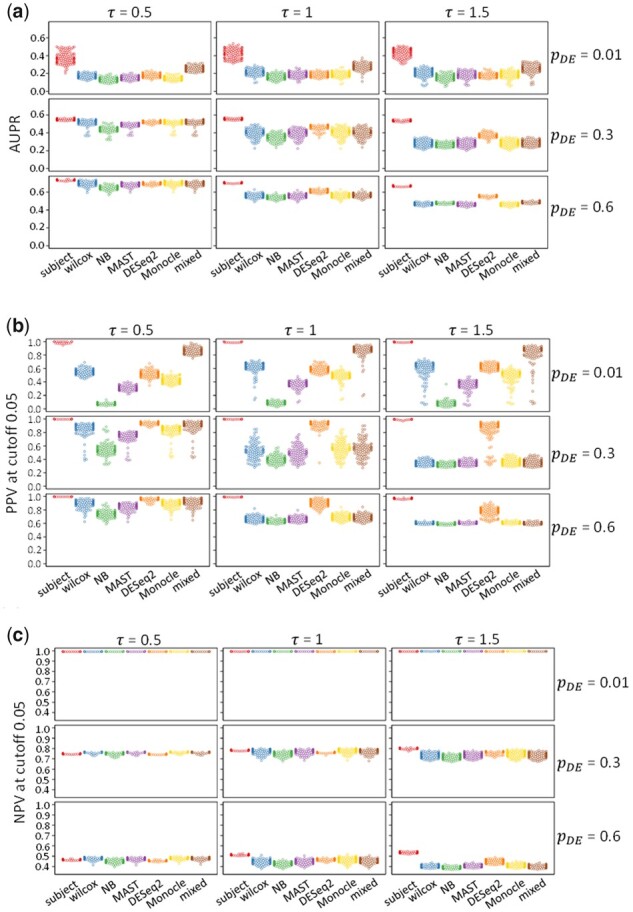
Performance measures for DS analysis of simulated data. (**a**) AUPR, (**b**) PPV with adjusted *P*-value cutoff 0.05 and (**c**) NPV with adjusted *P*-value cutoff 0.05 for 7 DS analysis methods. Each panel shows results for 100 simulated datasets in 1 simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{\mathrm{DE}}$ and columns correspond to different SDs of (natural) log fold change, τ. The implemented methods are subject (red), wilcox (blue), NB (green), MAST (purple), DESeq2 (orange), monocle (gold) and mixed (brown). The vertical axes give the performance measures, and the horizontal axes label each method

In practice, often only one cutoff value for the adjusted *P*-value will be chosen to detect genes. Figure 3(b and c) show the PPV and negative predictive value (NPV) for each method and simulation setting under an adjusted *P*-value cutoff of 0.05. NPV is the fraction of undetected genes that were not differentially expressed.

The *subject* method had the highest PPV, and the *NB* method had the lowest PPV in all nine simulation settings. Among the other five methods, when the number of differentially expressed genes was small ($p_{\mathrm{DE}}$ = 0.01), the *mixed* method had the highest PPV values, whereas for higher numbers of differentially expressed genes ($p_{\mathrm{DE}}$ > 0.01), the *DESeq2* method had the highest PPV values. The *wilcox*, *MAST* and *Monocle* methods had intermediate performance in these nine settings.

Generally, the NPV values were more similar across methods. When only 1% of genes were differentially expressed ($p_{\mathrm{DE}}$ = 0.01), all methods had NPV values near 1. For higher numbers of differentially expressed genes ($p_{\mathrm{DE}}$ > 0.01), the *subject* method had lower NPV values when τ = 0.5 and similar or higher NPV values when τ > 0.5.

Results for alternative performance measures, including receiver operating characteristic (ROC) curves, TPRs and false positive rates (FPRs) can be found in Supplementary Figures S7 and S8. In general, the method *subject* had lower area under the ROC curve and lower TPR but with lower FPR.

The computations for each method were performed on the high-performance computing cluster at the University of Iowa. The cluster contains hundreds of computation nodes with varying numbers of processor cores and memory, but all jobs were submitted to the same job queue, ensuring that the relative computation times for these jobs were comparable. Supplementary Figure S9 contains computation times for each method and simulation setting for the 100 simulated datasets. The *subject* method had the shortest average computation times, typically <1 min. Four of the cell-level methods had somewhat longer average computation times, with *MAST* running for 7 min, *wilcox* and *Monocle* running for 9 min and *NB* running for 18 min. Two of the methods had much longer computation times with *DESeq2* running for 186 min and *mixed* running for 334 min.

### 3.2 DS analysis of airway epithelial secretory cells in a porcine model of cystic fibrosis

In addition to simulated data, we analysed an animal model dataset containing large and small airway epithelia from CF and non-CF pigs (Rogers *et al.*, 2008). 

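Cells from the large and small airways of 11 newborn pigs were profiled by droplet-based sequencing of the 3′ ends of transcripts with unique molecular identifiers (UMIs). The CF pigs lack a working copy of CFTR, the anion channel that is defective in cystic fibrosis. The 19 libraries came from the small airways of 4 non-CF and 4 CF pigs and from the large airways of 6 non-CF and 5 CF pigs, with 1 library per pig and airway. Libraries of the non-CF small airway held 31179912 to 38457944 UMIs (median 32989971.5), and those of the CF small airway held 5387451 to 59989340 (median 37158955.5). Libraries of the non-CF large airway held 4669679 to 38978823 UMIs (median 20419308.5), and those of the CF large airway held 4075591 to 18247688 (median 15466878). The authors aligned the reads and counted UMIs per gene and barcode with Cell Ranger 3.0.2, and the deposited values are integer UMI counts without normalization. From these counts, 30115 of the 50837 barcodes were kept as cells, at 3000 to 50000 UMIs each. The shallow libraries of the CF small airway of pig 3885 and the non-CF large airway of pig 3884 kept 223 and 218 cells. Cells were normalized to 10000 counts each, clustered over 2000 variable genes and 30 principal components, and named by lists of marker genes, and the authors' own labels were not analysed here. UMIs were then summed over the cells of one type in each library, and a library entered a comparison with at least 10 such cells. As a counterpart of the method subject, the sums were compared between pigs with edgeR's quasi-likelihood test after TMM normalization, and with DESeq2. As counterparts of wilcox and mixed, single cells were compared with a Wilcoxon rank sum test and with a linear mixed model that has a random intercept per pig. All P-values were adjusted with the Benjamini-Hochberg method, and the threshold was an adjusted P-value of 0.05.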

Standard normalization, scaling, clustering and dimension reduction were performed using the R package Seurat version 3.1.1 (Butler *et al.*, 2018; Satija *et al.*, 2015; Stuart *et al.*, 2019). We identified cell types, and our DS analyses focused on comparing expression profiles between large and small airways and CF and non-CF pigs. 

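Ciliated cells were the most frequent epithelial type, with 3487 cells in the non-CF small airway, 5676 in the non-CF large airway, 3523 in the CF small airway and 2318 in the CF large airway. Secretory cells numbered 498, 595, 896 and 197 in the same order. The secretory cluster of most small airways, with 750 cells, was led by the surfactant genes SFTPC and SFTPB and the secretoglobin genes SCGB3A1 and SCGB1A1. By another naming rule, the mean z score of marker genes, this cluster takes the name alveolar type 2. It holds most small airway secretory cells of every pig but 13003. A cluster of 589 secretory cells, 99.8% of them from the small airway of CF pig 13003, was led by HP, PGLYRP1 and LCN2, which encode haptoglobin, a peptidoglycan recognition protein and lipocalin. Secretory cells of the large airways formed a cluster of 627 cells led by CYP2A19, PI3 and KRT4 and a cluster of 220 cells led by DMBT1, OLFM4, BPIFA1 and LTF, genes known from submucosal glands. Ciliated cells separated by airway as well, with SAA2, MMP7 and NQO1 leading the largest cluster of the large airway and FMO5 and ANKRD37 leading that of the small airway. A cluster of 888 ciliated cells, 98.2% of them from the small airway of CF pig 13003, was led by the heat shock genes HSPA6, DNAJB1 and HSPH1.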

Here, we present the DS results comparing CF and non-CF pigs only in secretory cells from the small airways. We performed DS analysis using the same seven methods as Section 3.1.

Figure 4a shows volcano plots summarizing the DS results for the seven methods. The volcano plot for the *subject* method shows three genes with adjusted *P*-value <0.05 (–log_10_(FDR) > 1.3), whereas the other six methods detected a much larger number of genes. 

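CCNO, a regulator of centriole amplification in cells that become ciliated, averaged 7.23 ± 3.10 CPM in small airway secretory cells of CF pigs (SD, n = 3) and 29.9 ± 15.0 CPM in non-CF pigs (SD, n = 4). HMOX1, which encodes heme oxygenase, averaged 37.3 ± 16.2 CPM in CF pigs (n = 3) and 15.0 ± 3.88 CPM in non-CF pigs (n = 4), a log2 fold change of 1.57 (SE 0.35). ADM, which encodes adrenomedullin, averaged 120.0 ± 49.6 CPM in CF pigs and 54.4 ± 7.34 CPM in non-CF pigs (n = 3 and 4). WDR74 and ADAMTSL4 had log2 fold changes of 0.85 and 2.97, and FXYD3, IL7 and E2F7 had -0.78, -1.45 and -2.37. HMOX1, ADM and these 5 genes did not pass the test of edgeR (adjusted P = 0.809 for each). Of 11042 genes tested over 7 pigs, edgeR called 0 and gave 649 an unadjusted P-value under 0.05, and DESeq2 called 4 of 13136 genes with an adjusted P-value and gave 657 of 19061 an unadjusted P-value under 0.05. The genes called by DESeq2 were CD36, higher in CF pigs, and CFTR, APOB and CCNO, lower in CF pigs, and CCNO, named after its values were seen, had a log2 fold change of -1.89 (adjusted P = 0.0434 from DESeq2). DESeq2 called 109 genes without CF pig 3882, 24 without non-CF pig 3788 and 2 without non-CF pig 13004, settings chosen after the data were seen.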

The number of genes detected by *wilcox*, *NB*, *MAST*, *DESeq2*, *Monocle* and *mixed* were 6928, 7943, 7368, 4512, 5982 and 821, respectively. 

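With cells as units, FXYD3, IL7 and E2F7 were lower in CF secretory cells at adjusted P-values of 1.67e-04, 5.64e-10 and 1.32e-04 from the Wilcoxon test and of 0.0342, 3.09e-05 and 0.00344 from the mixed model. ADAMTSL4, ADM and HMOX1 were higher in CF cells at adjusted P-values of 9.30e-25, 1.03e-15 and 1.73e-08 from the Wilcoxon test, and their adjusted P-values from the mixed model were 0.560, 0.397 and 0.504. The Wilcoxon test, which treats cells as replicates, called 890 genes higher and 6456 lower in CF cells, 7346 of 19099. With each cell thinned to 3000 UMIs it called 1643. The mixed model called 30 higher and 305 lower, 335 genes, and edgeR's likelihood ratio test with each cell as a library called 6621. Over the genes that were also tested between pigs, the mixed model called 317 genes, each of which the Wilcoxon test called as well. Without CF pig 13003 the Wilcoxon test called 970 genes and the mixed model called 20 of 11271, and without CF pig 3882 the mixed model called 1056 of 11364.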

Among the three genes detected by *subject*, the genes *CFTR* and *CD36* were detected by all methods, whereas only *subject*, *wilcox*, *MAST* and *Monocle* detected *APOB*. 

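In small airway secretory cells, CFTR, which encodes the anion channel of cystic fibrosis, averaged 29.0 ± 7.78 CPM in CF pigs (SD, n = 3) and 111 ± 6.75 CPM in non-CF pigs (SD, n = 4). CD36, which encodes a fatty acid and lipoprotein receptor, averaged 23.2 ± 20.7 CPM in CF pigs (n = 3) and 3.37 ± 2.11 CPM in non-CF pigs (n = 4). APOB, which encodes the structural protein of lipoproteins, had 0 of 17346250 UMIs in CF pigs and averaged 9.10 ± 8.74 CPM in non-CF pigs (n = 4), at least 46.5-fold lower in CF pigs from a floor of 3 counts over the group.

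**Figure D1:**
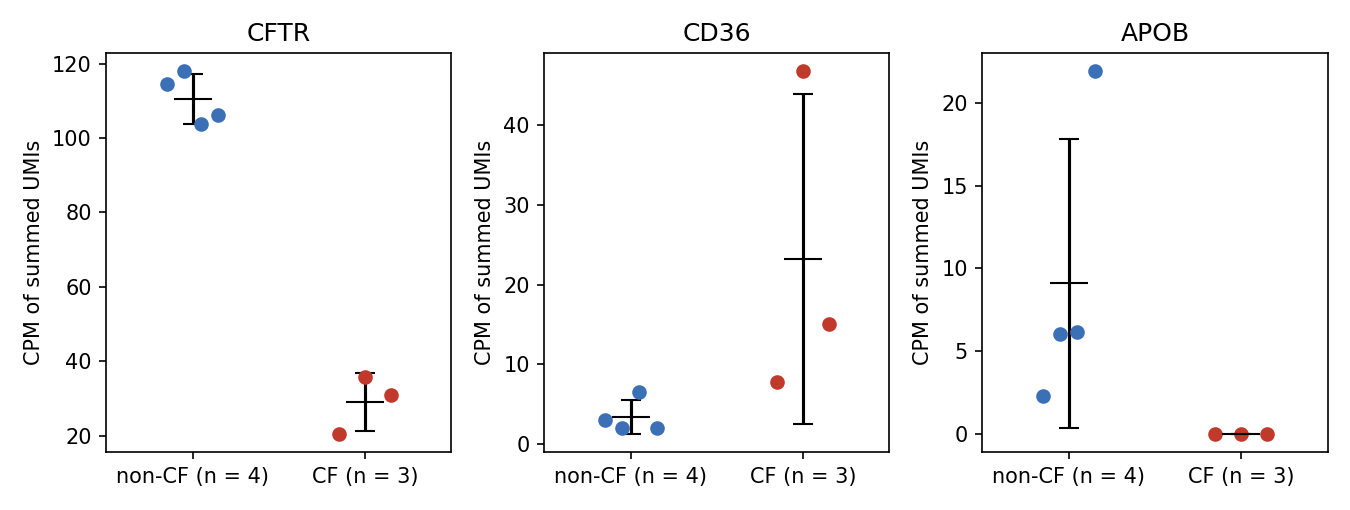
CPM of CFTR, CD36 and APOB in small airway secretory cells, with 1 point per pig and the mean ± SD for 4 non-CF and 3 CF pigs. For CFTR the CF pigs lie between 20.5 and 35.7 and the non-CF pigs between 104 and 118.

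CFTR (gene 403154) lies on chromosome 18 of Sscrofa11.1 from 28627717 to 28818209, and its log2 fold change was -1.73 (SE 0.22, adjusted P = 0.185 from edgeR; -1.70, adjusted P = 3.86e-08 from DESeq2). CD36 (gene 733702) lies on chromosome 9 from 99685748 to 99782296, and its log2 fold change was 2.84 (SE 0.62, adjusted P = 0.809 from edgeR; 2.89, adjusted P = 0.0136 from DESeq2). APOB (gene 100523371) lies on chromosome 3 from 117250096 to 117316200, with adjusted P = 0.809 from edgeR and 2.36e-04 from DESeq2. Across single cells, which the Wilcoxon test treats as replicates, the adjusted P-values of CFTR, CD36 and APOB were 1.70e-46, 6.39e-09 and 3.70e-10, and from the mixed model they were 5.82e-13, 0.00879 and 0.131. CD36 was 7.82 CPM in CF pig 3882, 15.0 in CF pig 13003 and 46.8 in CF pig 3887, and its adjusted P-value from DESeq2 was 0.0519 without pig 13003, 0.410 without pig 3887, 0.0606 without pig 13004 and 0.182 without pig 3884. That of APOB was 0.0519 without pig 13003, and UMIs at the 3′ end do not show which exons a transcript of CFTR holds.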

Importantly, although these results specifically target differences in small airway secretory cells and are not directly comparable with other transcriptome studies, previous bulk RNA-seq (Bartlett *et al.*, 2016) and microarray (Stoltz *et al.*, 2010) studies have suggested few gene expression differences in airway epithelial tissues between CF and non-CF pigs; true differential gene expression between genotypes at birth is therefore likely to be small, as detected by the *subject* method.

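Genes of the cell cycle were lower in small airway secretory cells of CF pigs, with 10 of 10 measured members lower (median log2 fold change -1.18). Among them, CDK1, the kinase that drives entry into mitosis, averaged 1.24 ± 1.51 CPM in CF pigs (SD, n = 3) and 6.03 ± 2.39 CPM in non-CF pigs (n = 4). Regulators of ciliogenesis were lower as well, 10 of 12 (median -0.54), with TP73 and MCIDAS at log2 fold changes of -1.65 and -1.47. Genes of airway host defence were higher, 12 of 14 (median 0.79), with LCN2 at 3344 ± 2870.2 CPM in CF pigs (n = 3) and 1331 ± 504 CPM in non-CF pigs (n = 4). Genes of the unfolded protein response were higher, 16 of 19 (median 0.44), with HSPA5 and DNAJB9, which encode chaperones of the endoplasmic reticulum, at 1.12 and 0.84. With camera at a preset correlation, the adjusted P-values of these lists were, in the order given, 9.20e-08, 1.61e-04, 1.61e-04, 1.61e-04, and with an estimated correlation they were 0.723, 0.723, 0.723, 0.729. By edgeR no member passed over all genes (CCNO did by DESeq2), and adjusted over the list alone 2 regulators of ciliogenesis fell and 0, 0 and 0 members of the other lists changed. Markers of neutrophils were higher too, 3 of 3 (adjusted P = 0.0383, and 0.723 with an estimated correlation), and adjusted over the list alone 1 rose. Among genes of lipid uptake and lipoproteins 1 rose and 1 fell, and among genes of ion transport 1 fell, each adjusted over the list alone, and camera gave these lists adjusted P-values of 0.720 and 0.557. The lipid list had a median of 0.32 and a mean of -0.34, of opposite sign. Without CF pig 13003, camera's adjusted P-value was 0.568 for host defence, 0.904 for the unfolded protein response and 0.568 for the neutrophil markers. The neutrophil markers had adjusted P-values of 0.0730 without non-CF pig 13004 and 0.0842 without non-CF pig 3894.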

**Fig. 4.**
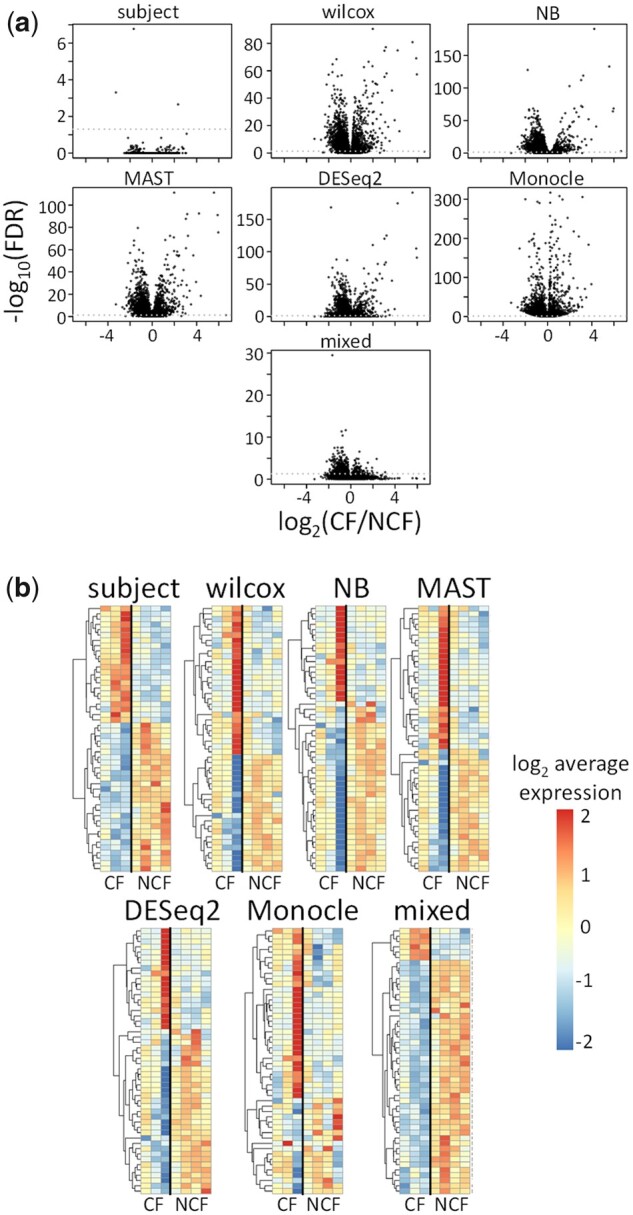
Results for analysis of CF and non-CF pig small airway secretory cells. (**a**) Volcano plots and (**b**) heatmaps of top 50 genes for 7 different DS analysis methods. In (a), vertical axes are negative log_10_-transformed adjusted *P*-values, and horizontal axes are log_2_-transformed fold changes. In (b), rows correspond to different genes, and columns correspond to different pigs. The top 50 genes for each method were defined to be the 50 genes with smallest adjusted *P*-values. Subject-level gene expression scores were computed as the average counts per million for all cells from each subject. NCF = non-CF

Supplementary Figure S10 shows concordance between adjusted *P*-values for each method. These methods appear to form two clusters: the cell-level methods (*wilcox*, *NB*, *MAST*, *DESeq2* and *Monocle*) and the subject-level method (*subject*), with *mixed* sharing modest concordance with both clusters.

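Adjusted P-values of the genes in small airway secretory cells were correlated on the log scale at 0.31 between edgeR on pigs and the Wilcoxon test, at 0.35 between edgeR and the mixed model, and at 0.21 between the Wilcoxon test and the mixed model (Pearson's r across genes, which are not independent replicates). Of the 50 genes with the smallest adjusted P-values, edgeR shared 9 with the mixed model and 1 with the Wilcoxon test, and the Wilcoxon test shared 1 with the mixed model. Of the genes that DESeq2 called on the same sums, which include CFTR and CD36, the Wilcoxon test called 4 and the mixed model 2. With DESeq2 the correlation with the Wilcoxon test was 0.17, and without CF pig 13003 the correlations were, in the order given, 0.18, 0.25 and 0.46.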

Figure 4b shows the top 50 genes for each method, defined by the smallest 50 adjusted *P*-values. 

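In small airway secretory cells of CF pig 13003, the host defence genes PGLYRP1, LCN2 and BPIFB1 stood at 8896, 6652 and 1324 CPM, above ranges of 1842 to 4098, 810.2 to 1875 and 138 to 393 CPM in the other 6 pigs. HP, which encodes the acute phase protein haptoglobin, stood at 5473 CPM in this pig and at 709 to 2099.5 CPM in the others, and HSPA5, a chaperone of the endoplasmic reticulum, at 4373 and at 1085 to 1609.9 CPM. HSP70.2, a heat shock gene, stood at 1698 CPM against 35.2 to 105 CPM, while GSN, which encodes the actin-severing protein gelsolin, stood at 89.5 CPM against 249 to 424 CPM. Among the 50 genes of smallest adjusted P-value by the Wilcoxon test, 20 had a value of pig 13003 more than 2-fold outside the range of every other pig, against 3 by edgeR and 0 by the mixed model. The median ratio of between-group to within-group variance of log2(CPM + 1) over these genes was 4.23 for edgeR, 5.54 for the mixed model and 0.762 for the Wilcoxon test, and 0.217 over all genes tested. The CF and non-CF pigs did not overlap in 48 of the 50 genes of edgeR, 46 of those of the mixed model and 5 of those of the Wilcoxon test (chance gives 5.71%), although genes chosen for small P-values between pigs favour such separation. Without CF pig 3882 the ratios were, in the same order, 9.65, 13.6 and 1.72, and 25 genes of the Wilcoxon test had no overlap, and without pig 13003 that test had a ratio of 1.38 and 21 such genes (chance gives a larger share of genes with 1 pig fewer). Genes with pig 13003 outside numbered 6 by DESeq2 and 16 by the Wilcoxon test over the genes that DESeq2 adjusted, 9 by edgeR without pig 3882, and 13 by edgeR and 31 by the Wilcoxon test without CF pig 3887.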

The *subject* and *mixed* methods are composed of genes that have high inter-group (CF versus non-CF) and low intra-group (between subject) variability, whereas the *wilcox*, *NB*, *MAST*, *DESeq2* and *Monocle* methods tend to be sensitive to a highly variable gene expression pattern from the third CF pig.

In order to determine the reliability of the unadjusted *P*-values computed by each method, we compared them to the unadjusted *P*-values obtained from a permutation test. First, the CF and non-CF labels were permuted between subjects. For this study, there were 35 distinct permutations of CF and non-CF labels between the 7 pigs. Then, for each method, we defined the permutation test statistic to be the unadjusted *P*-value generated by the method. To obtain *permutation P-values*, we measured the proportion of permutation test statistics less than or equal to the observed test statistic, which is the permutation test statistic under the observed labels. For each method, we compared the permutation *P*-values to the *P*-values directly computed by each method, which we define as the *method P-values*.

Supplementary Figure S11 shows cumulative distribution functions (CDFs) of permutation *P*-values and method *P*-values. Because the permutation test is calibrated so that the permuted data represent sampling under the null distribution of no gene expression difference between CF and non-CF, agreement between the distributions of the permutation *P*-values and method *P*-values indicate appropriate calibration of type I error control for each method. Overall, the *subject* and *mixed* methods had the highest concordance between permutation and method *P*-values. Specifically, the CDFs are in high agreement for the *subject* method in the range of *P*-values from 0 to 0.2, whereas the *mixed* method has a slight inflation of small *P*-values in the same range compared to the permutation test. 

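Over the 35 regroupings of the 7 pigs into 4 and 3, CFTR and CD36 had a permutation P-value of 0.0286, the smallest that 35 regroupings allow, from edgeR, DESeq2, the Wilcoxon test and the mixed model. APOB had the same permutation P-value from the first 3 of these methods and 0.0571 from the mixed model. Across genes of small airway secretory cells, 5.88% had a P-value up to 0.05 from edgeR itself, and 3.41% had a permutation P-value up to 0.05 from the statistics of edgeR. For the mixed model the corresponding shares of genes were 10.9% and 2.79%, and for DESeq2 on the sums they were 3.45% and 2.72%. Permutation P-values move in steps of 0.0286, so up to 0.05 only the smallest of them counts. By chance a share of genes near 0.0286, not 0.05, has it. Part of the gap between the 2 shares at 0.05 is therefore due to these steps. Without CF pig 3882 the share of edgeR was 12.0% and that of the mixed model 16.6%, and without CF pig 13003 they were 3.42% and 6.01%.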

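Among the genes of small airway secretory cells, the share with a P-value up to 0.1 was 12.1% from edgeR and 9.84% from its permutations, and the share up to 0.2 was 24.0% and 23.0%. With DESeq2 on the sums, 6.70% and 13.4% of genes had P-values up to 0.1 and 0.2, and 8.36% and 19.6% had such permutation P-values. With the mixed model, 17.0% and 27.4% of genes had P-values up to 0.1 and 0.2, and 9.51% and 23.2% had such permutation P-values.

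**Figure D2:**
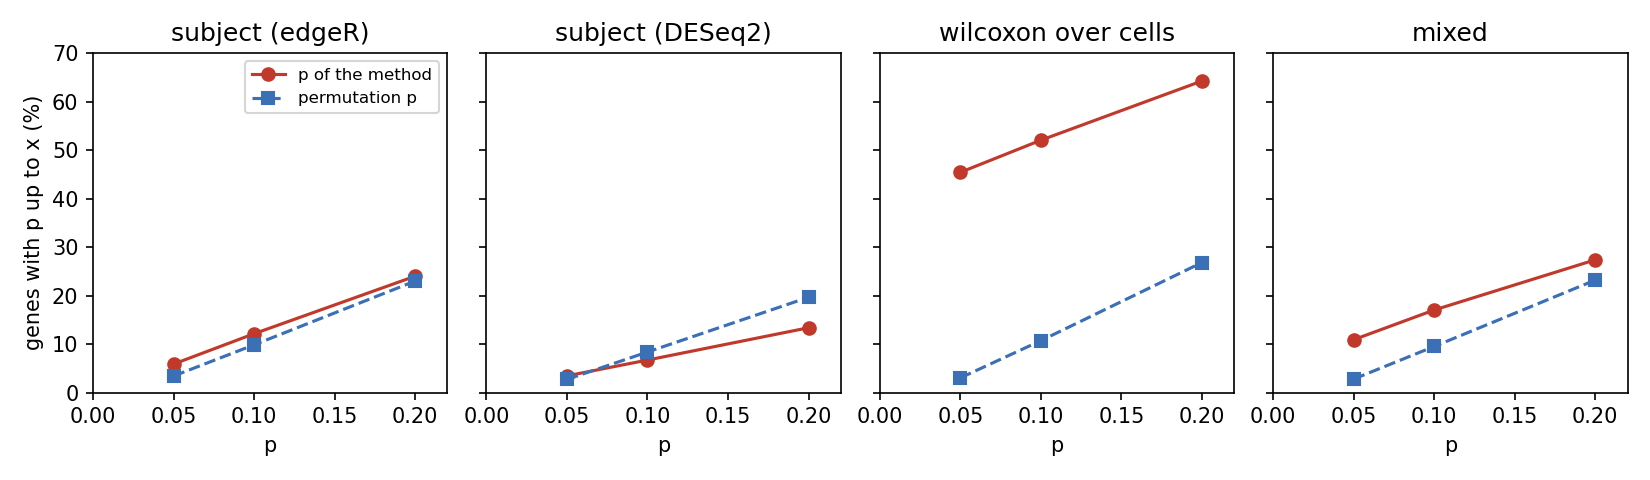
Percent of genes with a P-value up to 0.05, 0.1 and 0.2 in small airway secretory cells of 3 CF and 4 non-CF pigs, as computed by each method and from all 35 regroupings of the pigs, for edgeR and DESeq2 on sums per pig, the Wilcoxon test over cells and the mixed model. At 0.2 the points of edgeR lie at 24.0% and 23.0%, and those of the mixed model at 27.4% and 23.2%.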

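With the Wilcoxon test over single secretory cells, 45.4% of genes had a P-value up to 0.05, and 3.03% of the genes had a permutation P-value that small. Up to 0.1 the shares of genes were 52.0% and 10.7%, and up to 0.2 they were 64.2% and 26.8%. Secretory cells of CF pig 13003 weighed on the share up to 0.05, which was 17.1% without that pig.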

All of the other methods compute *P*-values that are much smaller than those computed by the permutation tests. These results suggest that only the *subject* method will exhibit appropriate type I error rate control. 

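In regroupings of the pigs that mixed CF and non-CF, a median of 37.5% of the genes in small airway secretory cells had a P-value under 0.05 from the Wilcoxon test (range 22.3% to 50.5%). The median share of genes was 7.79% from the mixed model (range 3.70% to 15.0%), 4.16% from edgeR on sums per pig (range 1.74% to 11.0%) and 2.40% from DESeq2 on the same sums (range 1.09% to 6.04%). The share under the true grouping was reached by 7 of the 35 regroupings with the Wilcoxon test, 10 with the mixed model, 10 with edgeR and 11 with DESeq2, each count including the true grouping. From the closeness of permutation and method P-values, the paper proposes that the method subject alone controls the type I error rate.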

The lists of genes detected by the other six methods likely contain many false discoveries.

### 3.3 DS analysis of large and small airway ciliated cells in healthy pigs

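Ciliated cells, which move mucus by the beating of their cilia, were compared between the small airways of 4 non-CF pigs and the large airways of 6 non-CF pigs. The small airways gave 556 to 1399 ciliated cells per pig and the large airways gave 218 to 2301. Summed over these cells, the large airways held 84185214 UMIs. The small airway pigs 3788, 3884, 3894 and 13004 also gave a large airway library, and pigs 13031 and 13036 gave a large airway library only. The sums per pig were compared with edgeR's quasi-likelihood test over the genes that passed its filter on low counts, without pairing the airways of a pig.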

Our analysis of CF and non-CF pigs showed that the *subject* method better controlled the FPR of DS analysis when the expected rate of true positives is small; here, using the same animal model, we compare large and small airway ciliated cells which are expected to vary largely.

Supplementary Figure S12a shows volcano plots for the results of the seven DS methods described. In this comparison, many genes were detected by all seven methods. 

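In ciliated cells of non-CF pigs, AQP4, which encodes a water channel, averaged 474 ± 29.7 CPM in the small airway (SD, n = 4) and 2.68 ± 0.719 CPM in the large airway (SD, n = 6), a log2 fold change of 7.53 (SE 0.18, adjusted P = 3.10e-10 from edgeR). AGER, a receptor best known from alveolar type 1 cells, averaged 43.0 ± 10.4 and 0.367 ± 0.283 CPM, a log2 fold change of 7.40 (SE 0.28, adjusted P = 8.22e-09 from edgeR). MUC4 and PROM1, which encode a membrane mucin and a protein of membrane protrusions, were lower in the small airway, at 0.492 ± 0.394 against 189 ± 53.5 CPM and 1.23 ± 0.703 against 450.4 ± 86.2 CPM (log2 fold changes -8.67 and -8.47, adjusted P = 1.15e-07 and 1.52e-08 from edgeR). DUOX2, an oxidase that makes hydrogen peroxide at the airway surface, had 0 of 58830252 UMIs in the small airway and averaged 29.4 ± 4.47 CPM in the large airway (n = 6), at least 614-fold lower in the small airway from a floor of 3 counts over the group.

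**Figure D3:**
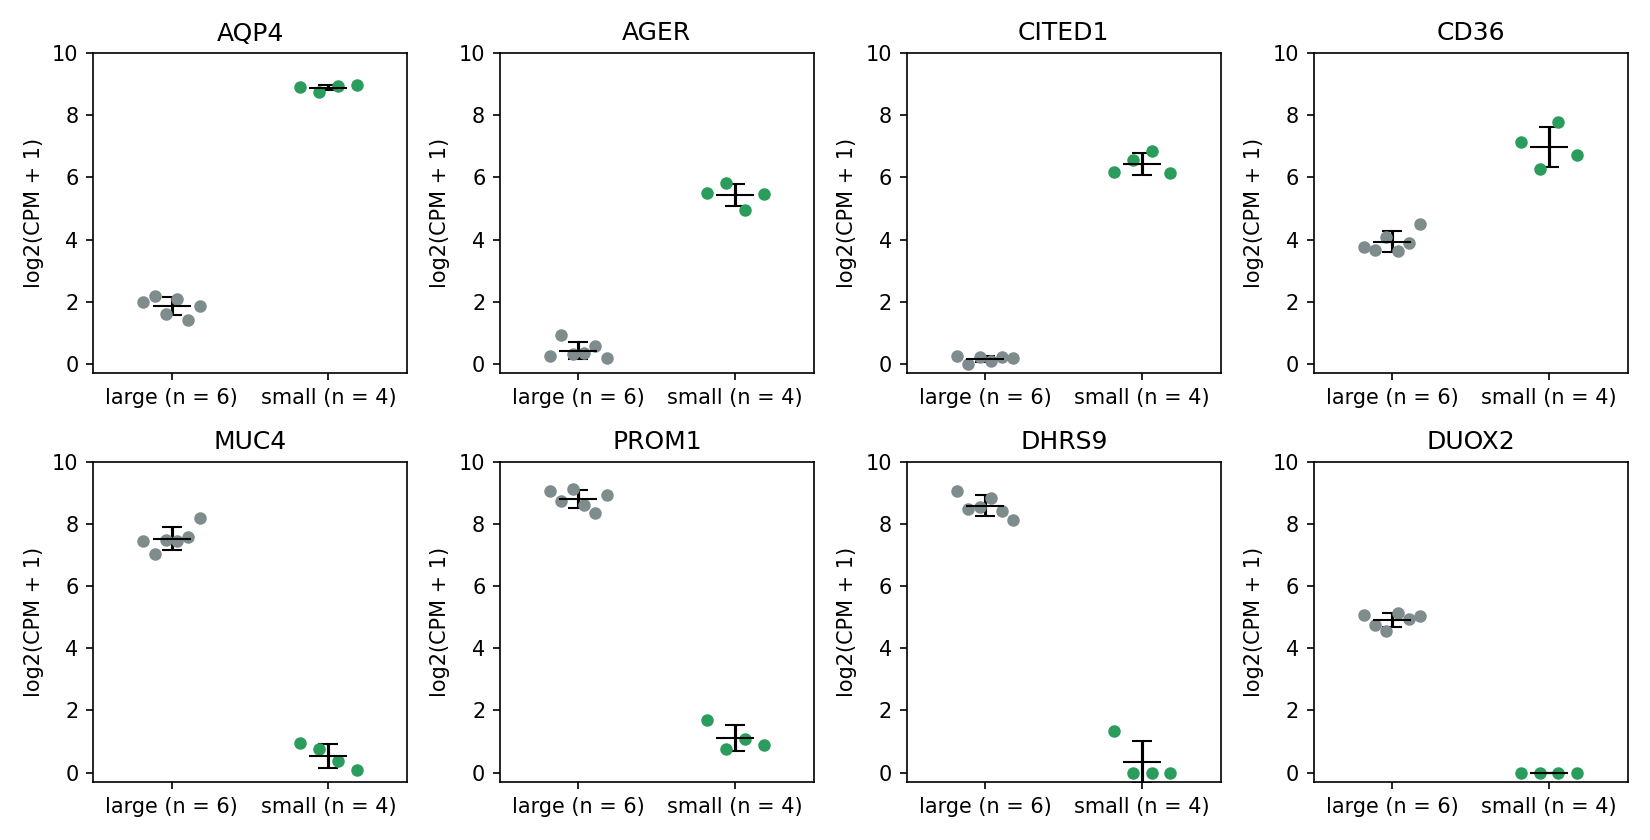
log2(CPM + 1) of AQP4, AGER, CITED1, CD36, MUC4, PROM1, DHRS9 and DUOX2 in non-CF ciliated cells, with 1 point per pig and the mean ± SD for 4 small airway and 6 large airway libraries. The airways do not overlap in any of these genes.

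CITED1, a transcriptional coactivator, averaged 87.0 ± 21.6 CPM in the small airway (n = 4) and 0.118 ± 0.0708 CPM in the large airway (n = 6), and DHRS9, a dehydrogenase of retinol metabolism, averaged 0.388 ± 0.775 and 391 ± 92.8 CPM. FXYD6, SVOPL, GGTA1P, IGFN1, CAVIN2 and ANPEP also rose in the small airway, with log2 fold changes of 7.28, 7.85, 7.82, 9.31, 7.96 and 9.54, and ADCY8, an adenylyl cyclase, averaged 22.0 ± 9.91 CPM there (n = 4) and 0.00558 CPM in the large airway (n = 6). ADGRF1, SAA2, ARHGDIB and SLC5A8 fell, with log2 fold changes of -10.83, -10.63, -7.65 and -7.37. HBB, a globin gene, and S100A12, a neutrophil gene, averaged 94.6 ± 161 and 78.8 ± 94.6 CPM in the large airway (n = 6) and 0.0134 and 0.0194 CPM in the small airway (n = 4), but both are higher in non-epithelial cells of the same libraries. CD36 rose to 135 ± 62.1 CPM from 14.6 ± 3.91 CPM (log2 fold change 3.25, SE 0.28, adjusted P = 4.16e-06 from edgeR), and APOB had too few UMIs to be tested. CFTR averaged 68.8 ± 1.52 CPM in the small airway and 48.1 ± 17.0 CPM in the large airway (log2 fold change 0.55, adjusted P = 0.0573 from edgeR; 0.0423 from DESeq2; 0.0395 without large airway pig 13031, and 0.00535 to 0.178 over all alternatives with edgeR), and with the pig as a replicate block the log2 fold change was 0.78 (adjusted P = 0.00705).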

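Transcription factors that pattern the airway tree differed in both directions in non-CF ciliated cells, with 8 of 29 higher and 13 lower in the small airway (8 and 15 adjusted over the list alone). NKX2-1, a regulator of lung identity, averaged 148 ± 14.2 CPM in the small airway (SD, n = 4) and 21.8 ± 5.03 CPM in the large airway (SD, n = 6), and PITX1 averaged 0.443 ± 0.533 and 26.2 ± 6.20 CPM. Of 39 axonemal genes, 7 rose and 3 fell (3 and 0 adjusted over the list alone), with SPAG17 and DNAH11 at log2 fold changes of 1.67 and 1.46. Of 13 regulators of ciliogenesis, 3 rose and 1 fell (3 and 1 adjusted over the list alone), with MYB at 1.06 and FOXJ1 at -0.42. Of 19 genes of ion and fluid transport, 5 rose and 8 fell (6 and 8 adjusted over the list alone), with SCNN1G, a subunit of the sodium channel, at 4.20 and SLC5A1, a glucose transporter, at -5.30. In this order the lists had adjusted P-values of 0.0692, 0.715, 0.409 and 0.782 from camera, that of the transcription factors was 0.0195 without pig 13004, and the axonemal list had a median below 0, a mean above 0 and a test upward. In all, edgeR called 3016 genes higher and 2801 lower in the small airway, 5817 of 14355, and DESeq2 called 6506 of 18226. With cells as replicates, the Wilcoxon test over 9163 cells called 13086 of 21616 genes and the mixed model called 6841. Of 8027 genes at least as high in ciliated cells as in the other cells of the same libraries, edgeR called 3227.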

We detected 6435, 13733, 12772, 13607, 13105, 14288 and 8318 genes by *subject*, *wilcox*, *NB*, *MAST*, *DESeq2*, *Monocle* and *mixed*, respectively. 

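Large changes in ciliated cells went with small P-values when pigs were the units: FMO5, a monooxygenase, rose by a log2 fold change of 3.58 (adjusted P = 1.64e-08 from edgeR), while B2M, part of MHC class I, had a log2 fold change of -0.63 (adjusted P = 0.00217 from edgeR). Across the genes tested, Spearman's rho between the absolute log2 fold change and the adjusted P-value on the negative log scale was 0.88 for edgeR, 0.68 for the Wilcoxon test over cells and 0.67 for the mixed model (genes are not independent replicates). Each method entered with its own fold change, so the coefficients do not share a measure of effect. It came from sums per pig, from mean counts over cells and from log-normalized values, in the same order. Over the genes that DESeq2 adjusted, the coefficients were 0.72 for DESeq2 on the sums, 0.54 for the Wilcoxon test and 0.65 for the mixed model.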

The volcano plots for *subject* and *mixed* show a stronger association between effect size (absolute log_2_-transformed fold change) and statistical significance (negative log_10_-transformed adjusted *P*-value).

Supplementary Figure S13 shows concordance between adjusted *P*-values for each method. If we omit *DESeq2*, which seems to be an outlier, the other six methods form two distinct clusters, with cluster 1 composed of *wilcox*, *NB*, *MAST* and *Monocle*, and cluster 2 composed of *subject* and *mixed*. 

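For genes of non-CF ciliated cells, adjusted P-values on the log scale were correlated at 0.72 between edgeR on pigs and the Wilcoxon test over cells, at 0.55 between edgeR and the mixed model, and at 0.47 between the Wilcoxon test and the mixed model (Pearson's r across genes, which are not independent replicates). With DESeq2 on the sums of the same cells, the correlations across genes were, in the same order, 0.62, 0.74 and 0.48.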

The intra-cluster correlations are between 0.9 and 1, whereas the inter-cluster correlations are between 0.51 and 0.62. This figure suggests that the methods that account for between subject differences in gene expression (*subject* and *mixed*) will detect different sets of genes than the methods that treat cells as the units of analysis.

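All genes that edgeR called between the airways of non-CF ciliated cells were also called by the Wilcoxon test, and 5228 of them were called by the mixed model. Over the genes tested between pigs, the Wilcoxon test called 11247 and the mixed model 6091, and 6080 genes were called by both. Among the 50 genes of smallest adjusted P-value in ciliated cells, edgeR shared 4 with the Wilcoxon test and 20 with the mixed model.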

Supplementary Figure S12b shows the top 50 genes for each method, defined as the genes with the 50 smallest adjusted *P*-values. 

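In ciliated cells of non-CF pigs, markers of alveolar type 1 cells rose in the small airway, 5 of 7 (5 rising and 1 falling adjusted over the list alone), with HOPX at 396 ± 90.2 CPM in the small airway (SD, n = 4) and 6.74 ± 1.34 CPM in the large airway (SD, n = 6). Distal secretoglobins and surfactant genes rose, 8 of 9 (8 adjusted over the list alone), with SCGB3A2 at 2066 ± 611 and 71.8 ± 57.5 CPM. Markers of alveolar type 2 cells rose, 6 of 7 (6 adjusted over the list alone), with SFTPD, a surfactant lectin, at a log2 fold change of 5.34. Mucins and genes of mucus secretion fell in the small airway, 12 of 16 with 1 rising (12 and 1 adjusted over the list alone), with MUC5AC at 69.2 ± 54.8 and 527 ± 101 CPM and AGR2 at a log2 fold change of -2.32. Genes of airway host defence fell, 13 of 20 with 3 rising (14 and 3 adjusted over the list alone), with PIGR and BPIFA1 at -4.45 and -4.54. By camera with a preset correlation, the adjusted P-values of these 5 lists were, in the order given, 6.96e-09, 2.41e-05, 0.00113, 1.19e-08, 2.41e-05, and with an estimated correlation they were 0.0263, 0.0263, 0.113, 0.0263, 0.121. Genes of cholesterol synthesis fell, 14 of 19 (16 adjusted over the list alone), with FDPS and LSS at -2.11 and -1.97 (adjusted P = 2.81e-04, and 0.538 with an estimated correlation). Interferon response genes fell, 11 of 19 (14 adjusted over the list alone), with IFIT1 and ISG20 at -3.28 and -2.29 (adjusted P = 5.72e-04, and 0.382 with an estimated correlation). Genes of MHC class I and the immunoproteasome fell, 7 of 11 (8 adjusted over the list alone), with PSMB10 at -1.44 (adjusted P = 0.00738, and 0.382 with an estimated correlation). Markers of neutrophils fell, 3 of 3 (3 adjusted over the list alone; adjusted P = 0.0482, and 0.382 with an estimated correlation; 0.0678 without pig 13031 and 0.0642 without pig 13036). Markers of fibroblasts and of smooth muscle, 3 of 9 and 3 of 5 of which rose (3 and 3 adjusted over the list alone), had adjusted P-values of 0.146 and 0.193 (0.717 and 0.382 with an estimated correlation), and of 0.00109 and 0.0107 with the pig as a replicate block, which was not tested with an estimated correlation. With cells pooled over the libraries of an airway, the log2 ratio of ciliated to non-epithelial cells had a median of 2.06 over 13 alveolar and distal genes and of 3.55 over 24 host defence and mucin genes. Fibroblast and smooth muscle genes had a median of 0.06 against endothelial and lymphoid cells (6 genes). Secretory cells were not among the cells compared.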

All seven methods identify two distinct groups of genes: those with higher average expression in large airways and those with higher average expression in small airways. 

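Among the 50 genes that best separated the airways of non-CF ciliated cells by edgeR, which include AQP4, PROM1 and CITED1, the median ratio of between-group to within-group variance of log2(CPM + 1) was 112. It was 53.8 for the 50 genes of the mixed model, 13.2 for those of the Wilcoxon test over cells and 0.901 for all genes tested. The small and large airway pigs did not overlap in 50 of the genes of edgeR, 50 of the mixed model and 48 of the Wilcoxon test (chance gives 0.952% of genes), although choosing genes by P-value between these pigs favours such separation.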

The *subject* and *mixed* methods show the highest ratios of inter-group to intra-group variation in gene expression, whereas the other five methods have substantial intra-group variation. This suggests that methods that fail to account for between subject differences in gene expression are more sensitive to biological variation between subjects, leading to more false discoveries.

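Higher expression in the small airway was found for 29 of the 50 genes by edgeR, 28 by the Wilcoxon test and 38 by the mixed model. Some libraries lay more than 2-fold outside the range of all other libraries of both airways. Among the 50 genes of the Wilcoxon test in ciliated cells, the small airway libraries of pigs 3894 and 13004 did so in 2 and 3 genes. Among those of edgeR they did so in 0 and 0, and among those of the mixed model in 1 and 0. The large airway library of pig 3884 did so in 1 gene of edgeR, 0 of the Wilcoxon test and 0 of the mixed model. A value inside the range of the other airway is not counted, so these counts do not measure the spread within an airway. From the larger variation within groups in the genes of the methods that treat cells as units, the paper proposes that these methods are more sensitive to variation between subjects and give more false discoveries.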

### 3.4 Marker detection for T cells and macrophages from human skin

Next, we applied our approach for marker detection and DS analysis to published human datasets. Given the similar performances of *wilcox*, *NB*, *MAST*, *DESeq2* and *Monocle*, in the simulations and animal model analysis, we only show the results for *subject*, *wilcox* and *mixed*. We performed marker detection analysis of cells obtained from a study of five human skin punch biopsies (Sole-Boldo *et al.*, 2020). Because we are comparing different cells from the same subjects, the *subject* and *mixed* methods can also account for the matching of cells by subject in the regression models.

Supplementary Figure S14 shows the results of marker detection for T cells and macrophages. For each of these two cell types, the expression profiles are compared to all other cells as in traditional marker detection analysis. Supplementary Figure S14(c–d) show that generally the shapes of the volcano plots are more similar between the *subject* and *mixed* methods than the *wilcox* method.

In Supplementary Figure S14(e–f), we quantify the ability of each method to correctly identify markers of T cells and macrophages from a database of known cell type markers (Franzen *et al.*, 2019). First, the adjusted *P*-values for each method are sorted from smallest to largest. Then, we consider the top *g* genes for each method, which are the *g* genes with the smallest adjusted *P*-values, and find what percentage of these top genes are known markers. For the T cells, (Supplementary Fig. S14e), we find that the *subject* and *wilcox* methods produce ranked gene lists with higher frequencies of marker genes than the *mixed* method, with *subject* having a slightly higher detection of known markers than *wilcox*. For macrophages (Supplementary Fig. S14f), *wilcox* produces better ranked gene lists of known markers than both *subject* and *wilcox* and again, the *mixed* method has the worst performance. Overall, these results suggest that the current marker detection analysis tools used in common practice, such as *wilcox*, will produce a reliable set of markers.

### 3.5 Marker detection for CD66+ and CD66- basal cells from human trachea

In order to objectively measure the performance of our tested approaches in scRNA-seq DS analysis, we compared them to a gold standard consistent of bulk RNA-seq analysis of purified/sorted cell types. In a scRNA-seq study of human tracheal epithelial cells from healthy subjects and subjects with idiopathic pulmonary fibrosis (IPF), the authors found that the basal cell population contained specialized subtypes (Carraro *et al.*, 2020). One such subtype, defined by expression of CD66, was further processed by sorting basal cells according to detection of CD66 and profiling by bulk RNA-seq. Here, we compare the performance of *subject*, *wilcox* and *mixed* to detect cell subtype markers of CD66+ and CD66- basal cells with bulk RNA-seq data from corresponding PCTs. To avoid confounding the results by disease, this analysis is confined to data from six healthy subjects in the dataset.

Figure 5 shows the results of the marker detection analysis. Compared to the T cell and macrophage marker detection analysis in Section 3.4, we note that the CD66+ and CD66-basal cells are not as transcriptionally distinct (Fig. 5a). The volcano plots for the three scRNA-seq methods have similar shapes, but the *wilcox* and *mixed* methods have inflated adjusted *P*-values relative to *subject* (Fig. 5c).

**Fig. 5.**
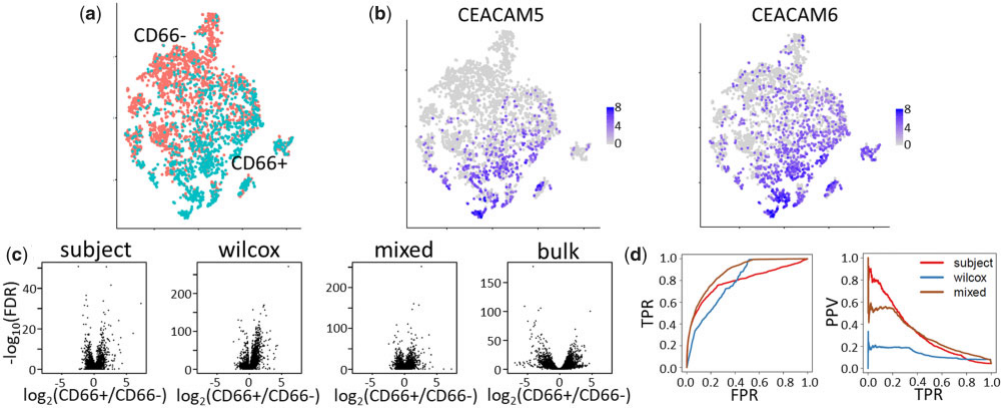
Comparison of methods for detection of CD66+ and CD66- basal cell markers from human trachea. (**a**) t-SNE plot shows CD66+ (turquoise) and CD66- (salmon) basal cells from single-cell RNA-seq profiling of human trachea. (**b**) CD66+ basal cells were identified via detection of CEACAM5 or CEACAM6. (**c**) Volcano plots show results of three methods (subject, wilcox and mixed) used to identify CD66+ and CD66- basal cell marker genes. As a gold standard, results from bulk RNA-seq comparing CD66+ and CD66- basal cells (bulk). (**d**) ROC and PR curves for subject, wilcox and mixed methods using bulk RNA-seq as a gold standard. True positives were identified as those genes in the bulk RNA-seq analysis with FDR < 0.05 and |log_2_(CD66+/CD66–)|>1

Figure 5d shows ROC and PR curves for the three scRNA-seq methods using the bulk RNA-seq as a gold standard. In the bulk RNA-seq, genes with adjusted *P*-values less than 0.05 and at least a 2-fold difference in gene expression between CD66+ and CD66-basal cells are considered true positives and all others are considered true negatives. Supplementary Table S1 shows performance measures derived from these curves. In terms of identifying the true positives, *wilcox* and *mixed* had better performance (TPR = 0.62 and 0.56, respectively) than *subject* (TPR = 0.34). On the other hand, *subject* had the smallest FPR (0.03) compared to *wilcox* and *mixed* (0.26 and 0.08, respectively) and had a higher PPV (0.38 compared to 0.10 and 0.23). Overall, *mixed* seems to have the best performance, with a good tradeoff between false positive and TPRs.

### 3.6 DS analysis of healthy and fibrotic alveolar type II cells and alveolar macrophages from human lung

We evaluated the performance of our tested approaches for human multi-subject DS analysis in health and disease. Reyfman *et al.* (2019) used scRNA-seq to profile cells from the lungs of healthy subjects and those with pulmonary fibrosis disease subtypes, including hypersensitivity pneumonitis, systemic sclerosis-associated and myositis-associated interstitial lung diseases and IPF (Reyfman *et al.*, 2019). Further, they used flow cytometry to isolate alveolar type II (AT2) cell and alveolar macrophage (AM) fractions from the lung samples and profiled these PCTs using bulk RNA-seq. We compared the performances of *subject*, *wilcox* and *mixed* for DS analysis of the scRNA-seq from healthy and IPF subjects within AT2 and AM cells using bulk RNA-seq of purified AT2 and AM cell type fractions as a gold standard, similar to the method used in Section 3.5.

The results of our comparisons are shown in Figure 6. First, we identified the AT2 and AM cells via clustering (Fig. 6a) and plotting well-known markers of these two cell types (Fig. 6b). Next, we used *subject*, *wilcox* and *mixed* to test for differences in expression between healthy and IPF subjects within the AT2 and AM cell populations. Overall, the volcano plots for *subject* and *mixed* look similar with a higher number of genes upregulated in the IPF group, while the *wilcox* method exhibits a much different shape with more genes highly downregulated in the IPF group. Figure 6(e and f) shows ROC and PR curves for the three scRNA-seq methods using the bulk RNA-seq as a gold standard. As in Section 3.5, in the bulk RNA-seq, genes with adjusted *P*-values less than 0.05 and at least a 2-fold difference in gene expression between healthy and IPF are considered true positives and all others are considered true negatives. Supplementary Table S2 contains performance measures derived from the ROC and PR curves. For the AT2 cells (Fig. 6e), *subject* and *mixed* have the same area under the ROC curve (0.82) while the *wilcox* method has slightly smaller area (0.78). Further, *subject* has the highest AUPR (0.21) followed by *mixed* (0.14) and *wilcox* (0.08). For the AM cells (Fig. 6f), the results are similar to AT2 cells with *subject* having the highest areas under the ROC and PR curves (0.88 and 0.15, respectively), followed by *mixed* (0.86 and 0.05, respectively) and *wilcox* (0.83 and 0.01, respectively). The *subject* method has the strongest type I error rate control and highest PPVs, *wilcox* has the highest TPRs and *mixed* has intermediate performance with better TPRs than subject yet lower FPRs than *wilcox* (Supplementary Table S2).

**Fig. 6.**
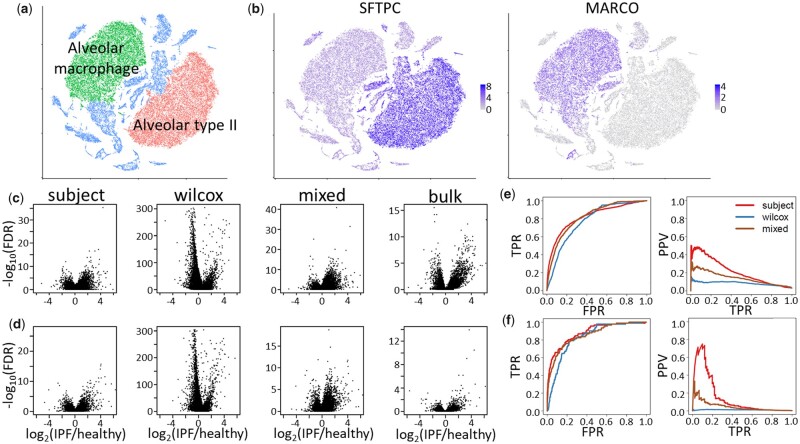
Analysis of AT2 cells and AMs from healthy and IPF lungs. (**a**) t-SNE plot shows AT2 cells (red) and AM (green) from single-cell RNA-seq profiling of human lung from healthy subjects and subjects with IPF. (**b**) AT2 cells and AM express SFTPC and MARCO, respectively. (**c** and **d**) Volcano plots show results of three methods (subject, wilcox and mixed) used to find differentially expressed genes between IPF and healthy lungs in (c) AT2 cells and (d) AM. As a gold standard, results from bulk RNA-seq of isolated AT2 cells and AM comparing IPF and healthy lungs (bulk). (**e** and **f**) ROC and PR curves for subject, wilcox and mixed methods using bulk RNA-seq as a gold standard for (e) AT2 cells and (f) AM. True positives were identified as those genes in the bulk RNA-seq analysis with FDR < 0.05 and |log2(IPF/healthy)|>1

## 4 Discussion

In summary, here we (i) suggested a modeling framework for scRNA-seq data from multiple biological sources, (ii) showed how failing to account for biological variation could inflate the FDR of DS analysis and (iii) provided a formal justification for the validity of ‘pseudobulking’ to allow DS analysis to be performed on scRNA-seq data using software designed for DS analysis of bulk RNA-seq data (Crowell *et al.*, 2020; Lun *et al.*, 2016; McCarthy *et al.*, 2017). Pseudobulking has been tested in real scRNA-seq studies (Kang *et al.*, 2018) and benchmarked extensively via simulation (Crowell *et al.*, 2020). Because pseudobulk methods operate on gene-by-cell count matrices, they are broadly applicable to various single-cell technologies. It is important to emphasize that the aggregation of counts occurs within cell types or cell states, so that the advantages of single-cell sequencing are retained.

As scRNA-seq studies grow in scope, due to technological advances making these studies both less labor-intensive and less expensive, biological replication will become the norm. Further, applying computational methods that account for all sources of variation will be necessary to gain better insights into biological systems, operating at the granular level of cells all the way up to the level of populations of subjects. The analyses presented here have illustrated how different results could be obtained when data were analysed using different units of analysis.

Whereas the pseudobulk method is a simple approach to DS analysis, it has limitations. First, it is assumed that prerequisite steps in the bioinformatic pipeline produced cells that conform to the assumptions of the proposed model. As a counterexample, suppose cells were misclassified, such that cells classified as type A are in reality, composed of a mixture of cells of types A and B. If subjects are composed of different proportions of types A and B, DS results could be due to different cell compositions rather than different mean expression levels.

Second, there may be imbalances in the numbers of cells collected from different subjects. In a study in which a treatment has the effect of altering the composition of cells, subjects in the treatment and control groups may have different numbers of cells of each cell type. Under normal circumstances, the DS analysis should remain valid because the pseudobulk method accounts for this imbalance via different size factors for each subject. In extreme cases, where only a few cells have been collected for some subjects, interpretation of gene expression differences should be handled with caution. This issue is most likely to arise with rare cell types, in which few or no cells are profiled for any subject. In practice, we have omitted comparisons of gene expression in rare cell types because the gene expression profiles had high variation, and the reliability of the comparisons was questionable.

Third, the proposed model also ignores many aspects of the gene expression distribution in favor of simplicity. For example, consider a hypothetical gene having heterogeneous expression in CF pigs, where cells were either ‘low expressors’ or ‘high expressors’ versus homogeneous expression in non-CF pigs, where cells were ‘moderate expressors’. In that case, the number of modes in the expression distribution in the CF group (bimodal) and the non-CF group (unimodal) would be different, but the pseudobulk method may not detect a difference, because it is only able to detect differences in mean expression. A richer model might assume cell-level expression is drawn from a non-parametric family of distributions in the second stage of the proposed model rather than a gamma family.

Improvements in type I and type II error rate control of the DS test could be considered by modeling cell-level gene expression adjusted for potential differences in gene expression between subjects, similar to the *mixed* method in Section 3. The study by Zimmerman *et al.* provides an argument for using mixed models over pseudobulk methods because pseudobulk methods discovered fewer differentially expressed genes. In our simulation study, we also found that the pseudobulk method was conservative, but in some settings, mixed models had inflated FDR. A more powerful statistical test that yields well-controlled FDR could be constructed by considering techniques that estimate all parameters of the hierarchical model. More conventional statistical techniques for hierarchical models, such as maximum likelihood or Bayesian maximum *a posteriori* estimation, could produce less noisy parameter estimates and hence, lead to a more powerful DS test (Gelman and Hill, 2007). These approaches will likely yield better type I and type II error rate control, but as we saw for the *mixed* method in our simulation, the computation times can be substantially longer and the computational burden of these methods scale with the number of cells, whereas the pseudobulk method scales with the number of subjects. Future work with mixed models for scRNA-seq data should focus on maintaining scalable and computationally efficient implementation in software.

Our study highlights user-friendly approaches for analysis of scRNA-seq data from multiple biological replicates. These analyses provide guidance on strengths and weaknesses of different methods in practice. Generally, tests for marker detection, such as the *wilcox* method, are sufficient if type I error rate control is less of a concern than type II error rate and in circumstances where type I error rate is most important, methods like *subject* and *mixed* can be used. Until computationally efficient methods exist to fit hierarchical models incorporating all sources of biological variation inherent to scRNA-seq, we believe that pseudobulk methods are useful tools for obtaining time-efficient DS results with well-controlled FDR.

## Data availability

The data from pig airway epithelia underlying this article are available in GEO and can be accessed with GEO accession GSE150211. Data for the analysis of human skin biopsies were obtained from GEO accession GSE130973. Data for the analysis of human trachea were obtained from GEO accessions GSE143705 (bulk RNA-seq) and GSE143706 (scRNA-seq). The scRNA-seq data for the analysis of human lung tissue were obtained from GEO accession GSE122960, and the bulk RNA-seq of purified AT2 and AM fractions were shared by the authors immediately upon request.

## Supplementary Material

btab337_supplementary_data

# Supplementary material for: Differential gene expression analysis for multi-subject single-cell RNA-sequencing studies with aggregateBioVar
**Source:** Bioinformatics. 2021 May 10;37(19):3243–51. doi: 10.1093/bioinformatics/btab337
**Supplement:** btab337_supplementary_data

**Supplementary text: example code for *aggregateBioVar***

library(SummarizedExperiment)

library(muscat)

library(scater)

library(aggregateBioVar)

aggregateBioVar provides a simple implementation of subject-level aggregation for count sums by cell type. Here, a list is returned with a SummarizedExperiment object (Huber et al. 2015) for each aggregate cell type from an input SingleCellExperiment (Amezquita et al. 2020). Two other implementations for count aggregation are provided by the Bioconductor packages scater (McCarthy et al. 2017) and muscat (Crowell et al. 2020). The former retains aggregate counts in a single assay slot of a SingleCellExperiment object. From there, subject level aggregates for a given cell type can be accessed by subsetting the column metadata. The latter creates a new assay slot for each cell type aggregate by subject.

aggregateBioVar(

scExp = small_airway,

subjectVar = "orig.ident",

cellVar = "celltype"

)

## Coercing metadata variable to character: celltype

## $AllCells

## class: SummarizedExperiment

## dim: 1339 7

## metadata(0):

## assays(1): counts

## rownames(1339): MPC1 PRKN ... OTOP1 UNC80

## rowData names(0):

## colnames(7): SWT1 SWT2 ... SWT4 SCF3

## colData names(3): orig.ident Genotype Region

##

## $`Immune cell`

## class: SummarizedExperiment

## dim: 1339 7

## metadata(0):

## assays(1): counts

## rownames(1339): MPC1 PRKN ... OTOP1 UNC80

## rowData names(0):

## colnames(7): SWT1 SWT2 ... SWT4 SCF3

## colData names(4): orig.ident Genotype Region celltype

##

## $`Secretory cell`

## class: SummarizedExperiment

## dim: 1339 7

## metadata(0):

## assays(1): counts

## rownames(1339): MPC1 PRKN ... OTOP1 UNC80

## rowData names(0):

## colnames(7): SWT1 SWT2 ... SWT4 SCF3

## colData names(4): orig.ident Genotype Region celltype

##

## $`Endothelial cell`

## class: SummarizedExperiment

## dim: 1339 7

## metadata(0):

## assays(1): counts

## rownames(1339): MPC1 PRKN ... OTOP1 UNC80

## rowData names(0):

## colnames(7): SWT1 SWT2 ... SWT4 SCF3

## colData names(4): orig.ident Genotype Region celltype

- muscat creates a new assay slot for each cell type aggregate by subject

muscat_aggregate <-

muscat::aggregateData(

x = small_airway, assay = "counts",

fun = 'sum', by = c("celltype", "orig.ident")

)

dim(muscat_aggregate)

## [1] 1339 7

assays(muscat_aggregate)

## List of length 3

## names(3): Endothelial cell Immune cell Secretory cell

- scater extends the assay slot for each cell type by subject

scater_aggregate <-

scuttle::aggregateAcrossCells(

x = small_airway,

id = colData(small_airway)[, c("celltype", "orig.ident")]

)

dim(scater_aggregate)

## [1] 1339 21

scater_aggregate$celltype

## [1] Endothelial cell Endothelial cell Endothelial cell Endothelial cell

## [5] Endothelial cell Endothelial cell Endothelial cell Immune cell

## [9] Immune cell Immune cell Immune cell Immune cell

## [13] Immune cell Immune cell Secretory cell Secretory cell

## [17] Secretory cell Secretory cell Secretory cell Secretory cell

## [21] Secretory cell

## Levels: Endothelial cell Immune cell Secretory cell

**Supplementary Figures**

**
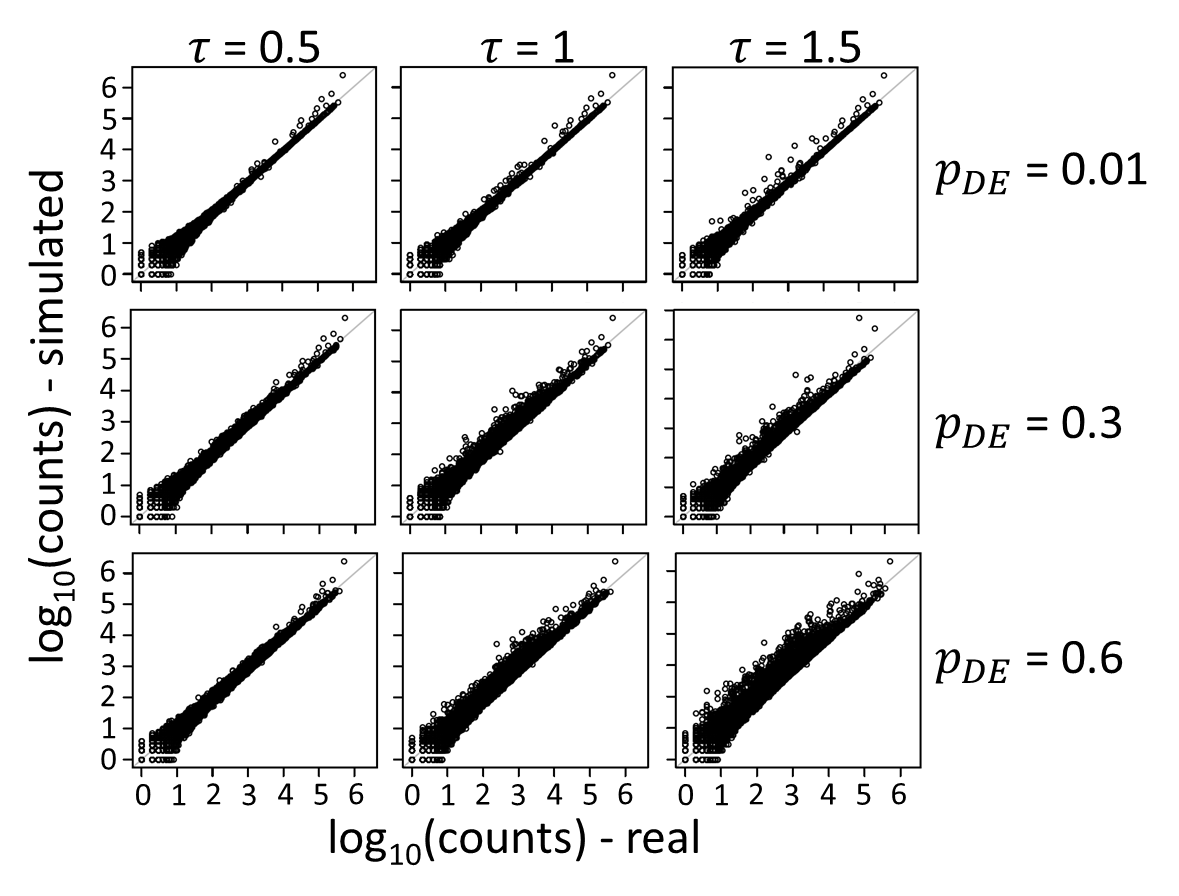
**

**Supplementary Figure 1. Concordance between simulated and real data:** Each panel shows the agreement between simulated and real data counts for one simulation setting. The counts for each gene were summed across all cells and log_10_-transformed. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$. The vertical axis gives the log_10_-transformed counts for the simulated data, and the horizontal axis gives the log_10_-transformed counts for the real data.

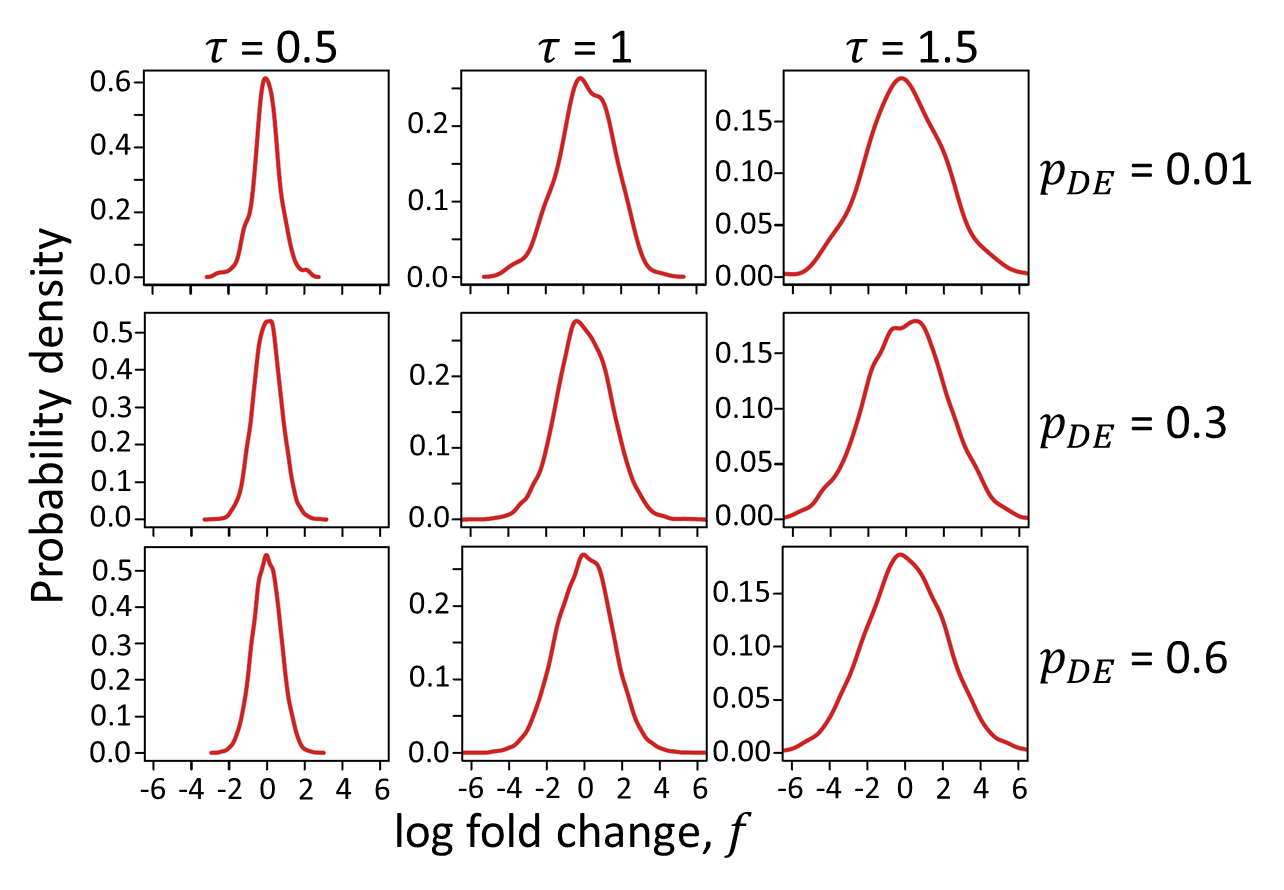

**Supplementary Figure 2. Distribution of log fold change in simulated data** Each panel shows a kernel estimate of the probability density of (natural) log fold change between groups 1 and 2 for one simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$. The horizontal axis gives the value of log fold change, $f$, and the vertical axis gives the probability density at $f$.

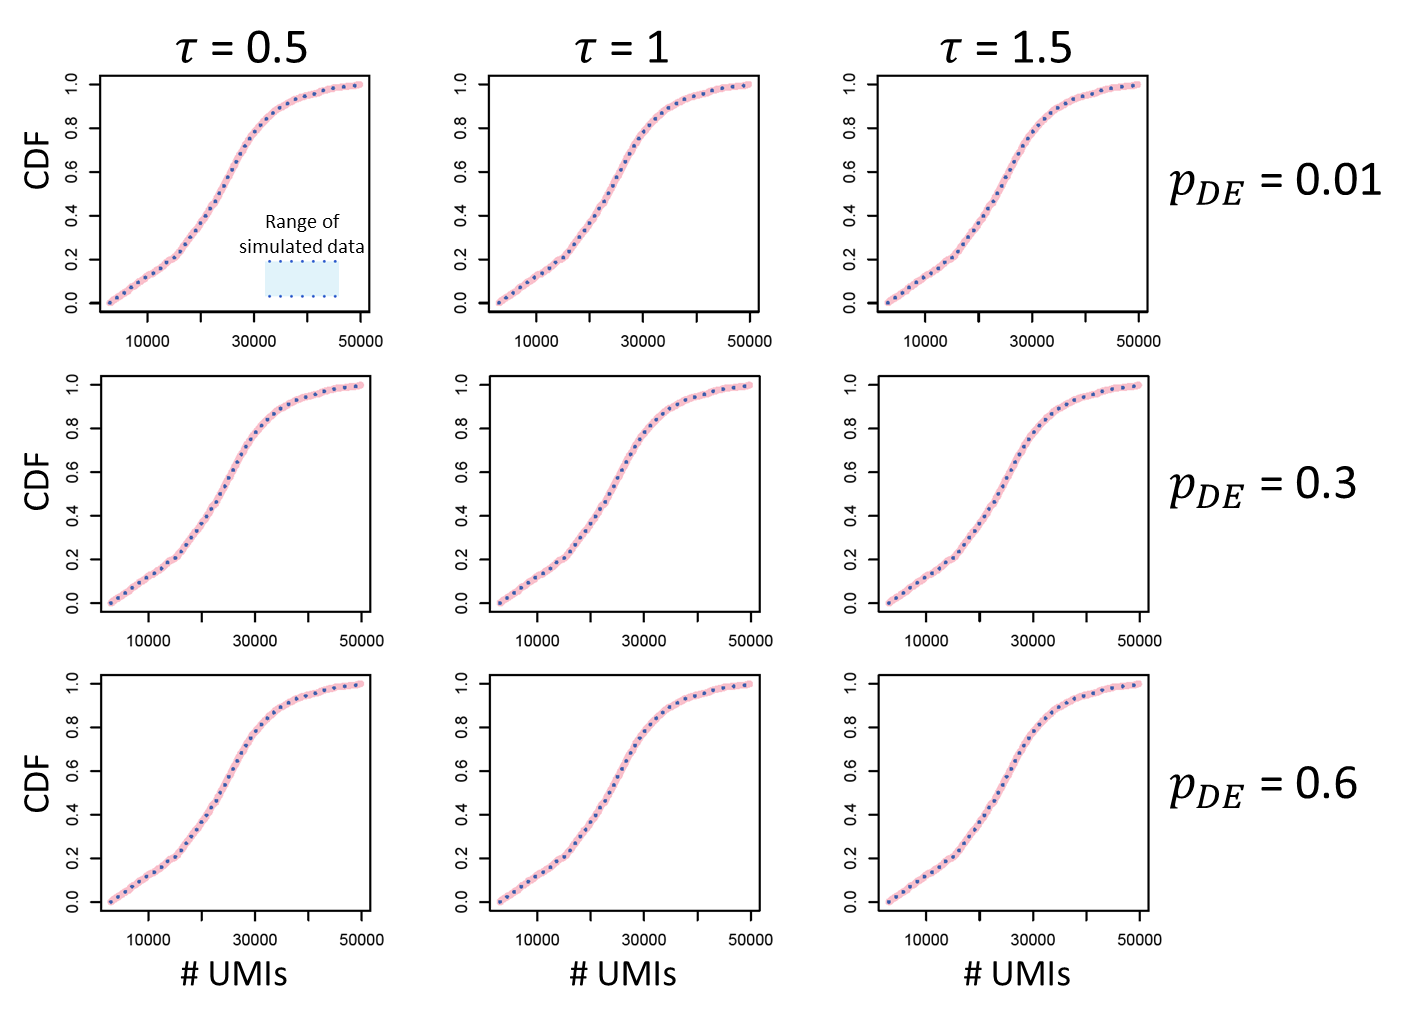

**Supplementary Figure 3. Number of UMIs in simulated and real data** Each panel shows the distribution of number of UMIs per cell (as cumulative distribution function) in the real data set (pink curve). Dotted blue lines give the range of cumulative distribution function values in the 100 simulated data sets. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$.

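UMIs per small airway secretory cell ran from 3038 to 49459 in non-CF pig 3788 and from 3064 to 45387 in CF pig 13003, with medians of 24060 and 20218.5.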

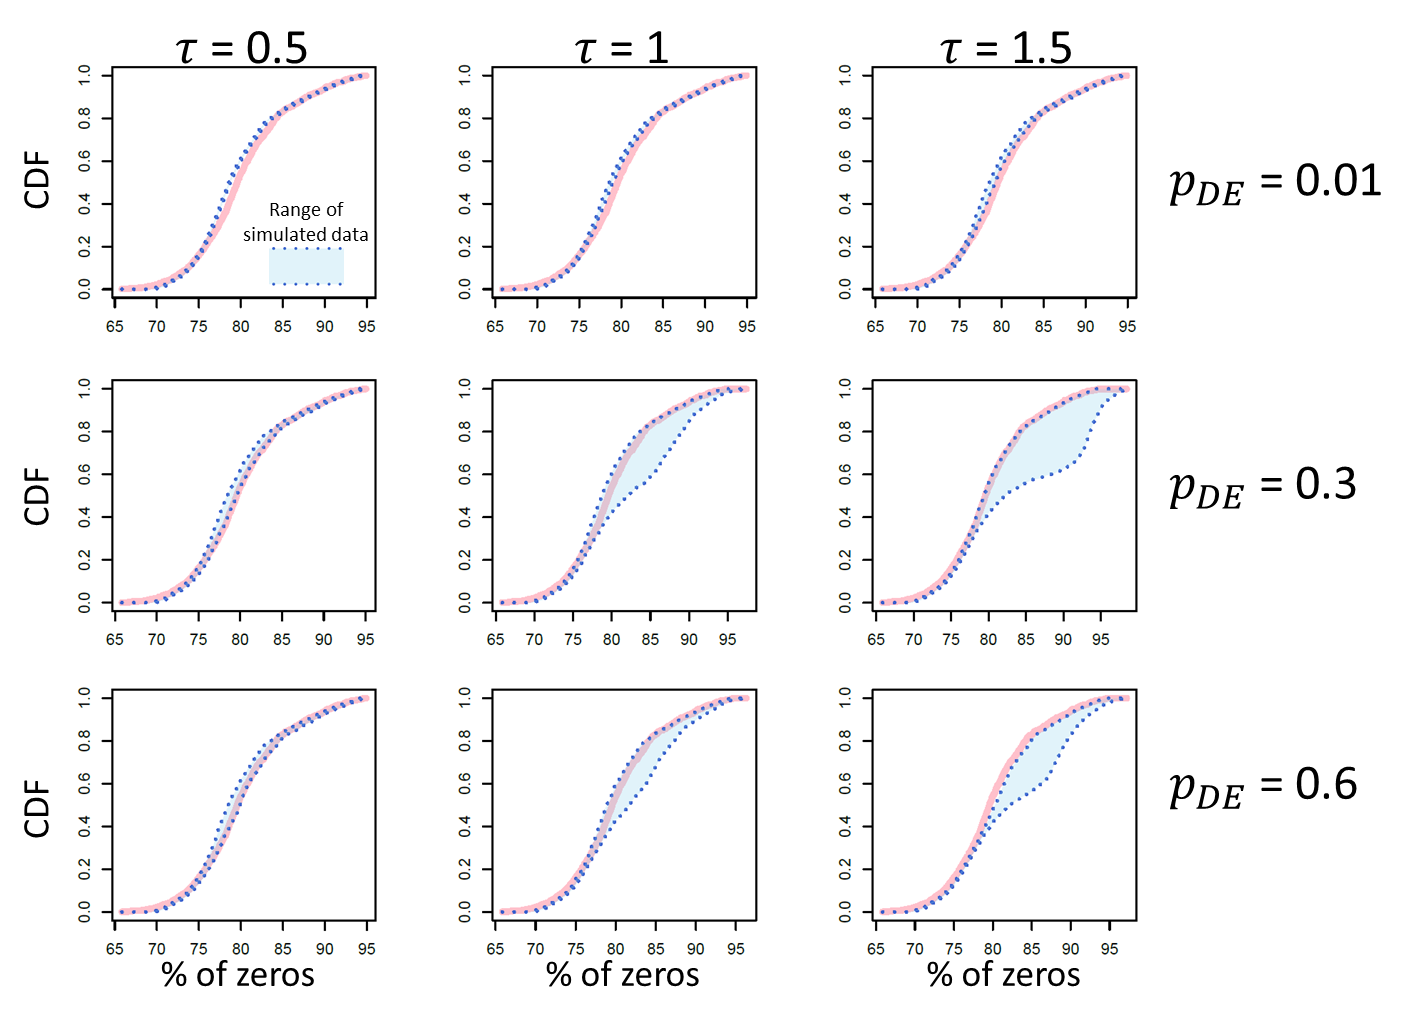

**Supplementary Figure 4.** **Percentage of zero counts per cell in simulated and real data** Each panel shows the distribution of percentage of zero counts per cell (as cumulative distribution function) in the real data set (pink curve). Dotted blue lines give the range of cumulative distribution function values in the 100 simulated data sets. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$.

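In small airway secretory cells, the median cell had 0 UMIs for 77.3% of the genes with any UMI, and per pig this share ranged from 73.1% in non-CF pig 3884 to 80.7% in non-CF pig 13004. The cells of CF pig 13003 had 0 UMIs for a median of 79.1% of the genes.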

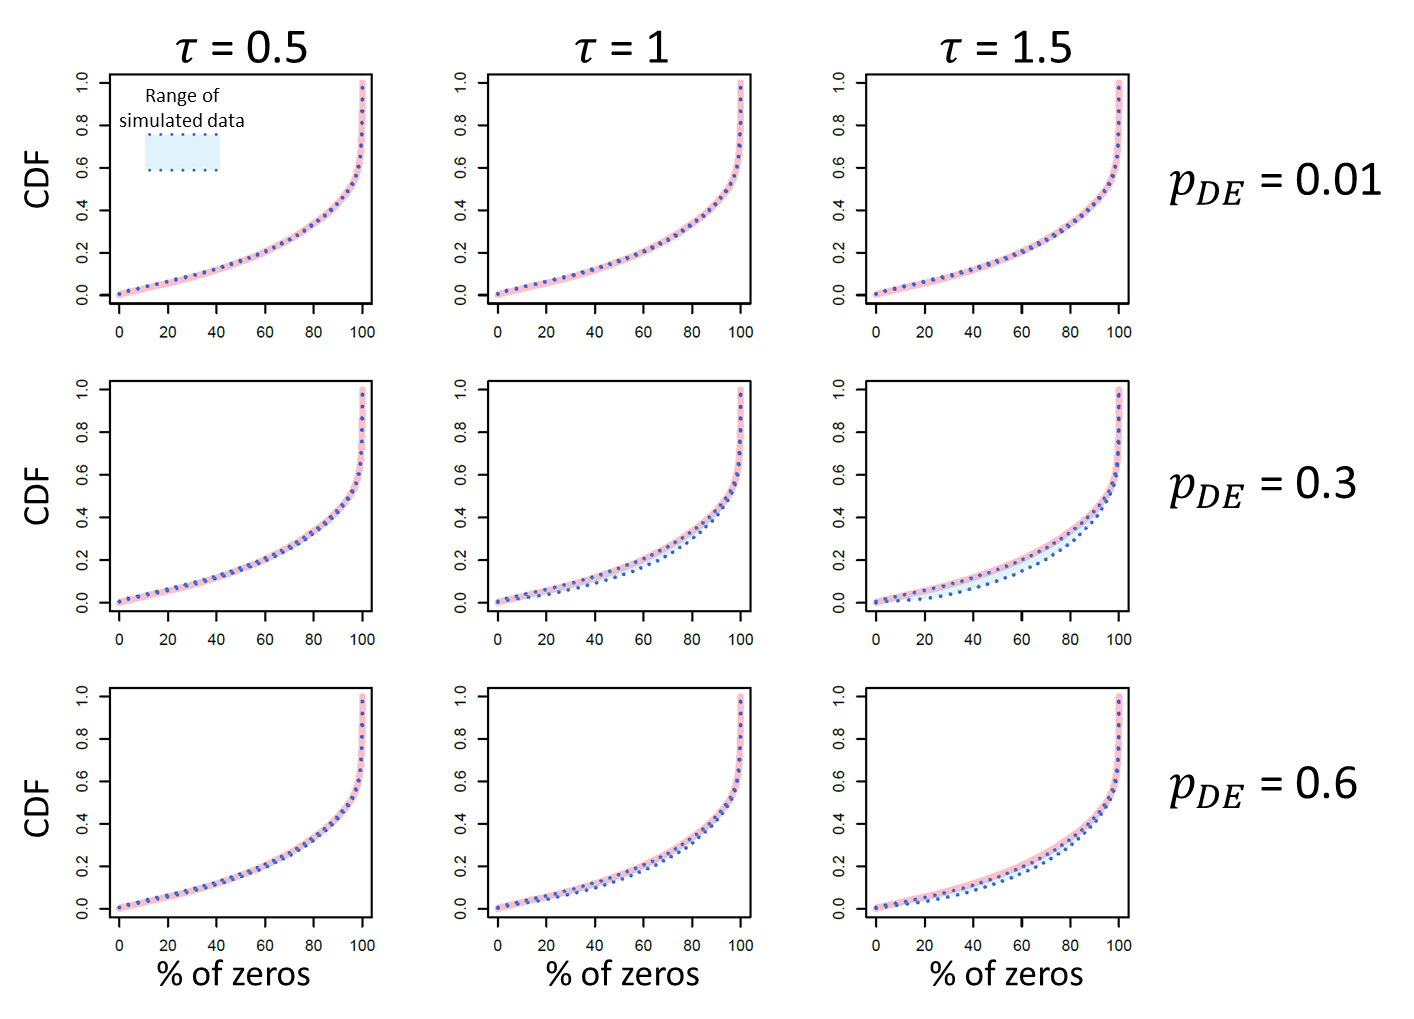

**Supplementary Figure 5. Percentage of zero counts per gene in simulated and real data** Each panel shows the distribution of percentage of zero counts per gene (as cumulative distribution function) in the real data set (pink curve). Dotted blue lines give the range of cumulative distribution function values in the 100 simulated data sets. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$.

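Over the small airway secretory cells of all 7 pigs, the median gene had 0 UMIs in 90.9% of cells, and 51.4% of the genes had 0 UMIs in more than 90% of cells. A count of 0 in a cell does not show that the gene is silent there, since each secretory cell yields only part of its transcripts as UMIs.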

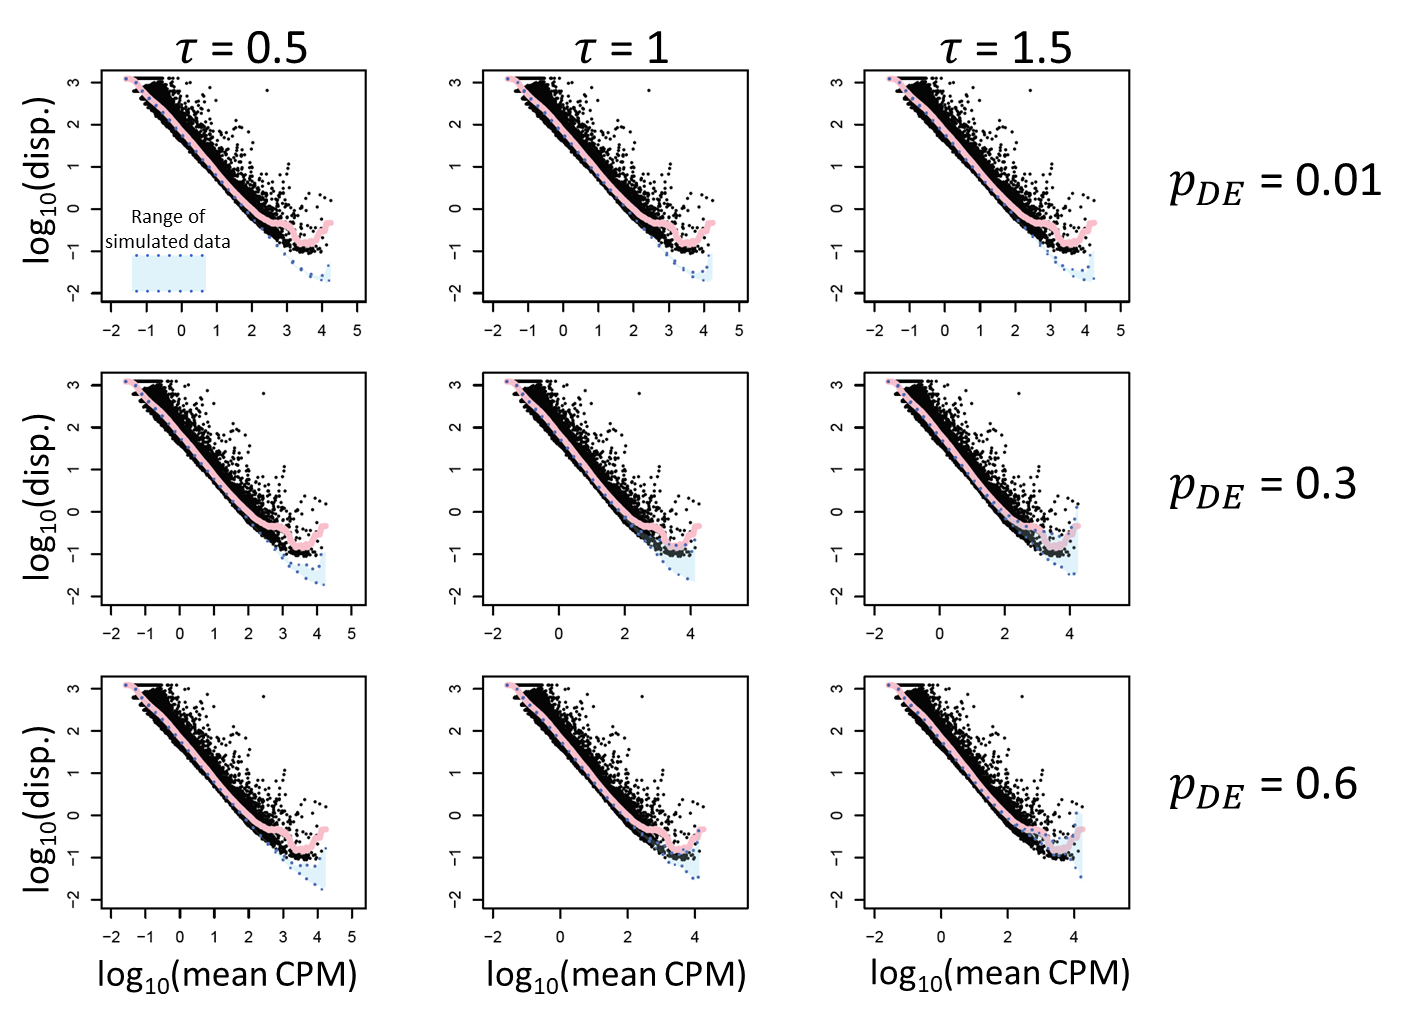

**Supplementary Figure 6. Mean-dispersion relationship in simulated and real data** Each panel shows the relationship between dispersion and mean expression. Dispersion was defined as variance of gene expression (in counts per million) divided by squared mean of gene expression (in counts per million). Each black dot is a gene in the real data set, and the pink curve is a kernel regression estimate of the relationship. Dotted blue lines give the range of kernel regression estimates in the 100 simulated data sets. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$.

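Over small airway secretory cells, the dispersion of a gene, its variance over cells divided by its squared mean, reached 3.14 on the log10 scale at its highest. The median dispersion over all genes was 18.1, and it was 0.862 among the 10% of genes with the highest expression.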

**
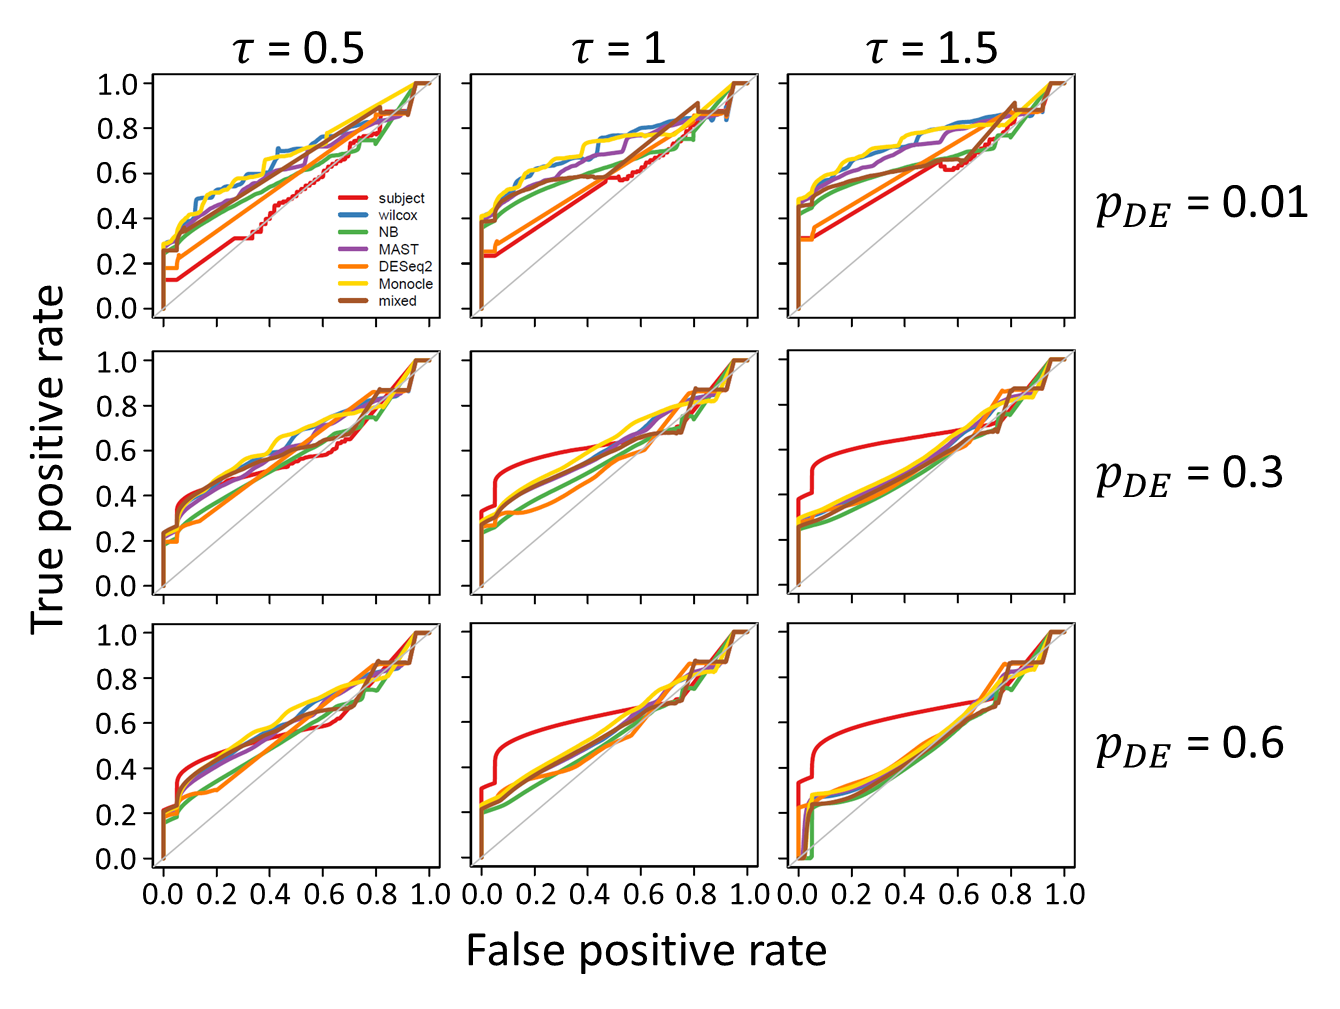
**

**Supplementary Figure 7. Receiver operating characteristic (ROC) curves for differential state analysis methods** Each panel shows mean ROC curves for 100 simulated data sets in one simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$. In each panel, ROC curves are plotted for each of seven differential state analysis methods: subject (red), wilcox (blue), NB (green), MAST (purple), DESeq2 (orange), Monocle (gold), and mixed (brown). The vertical axis gives the true positive rate, and the horizontal axis gives false positive rate.

**
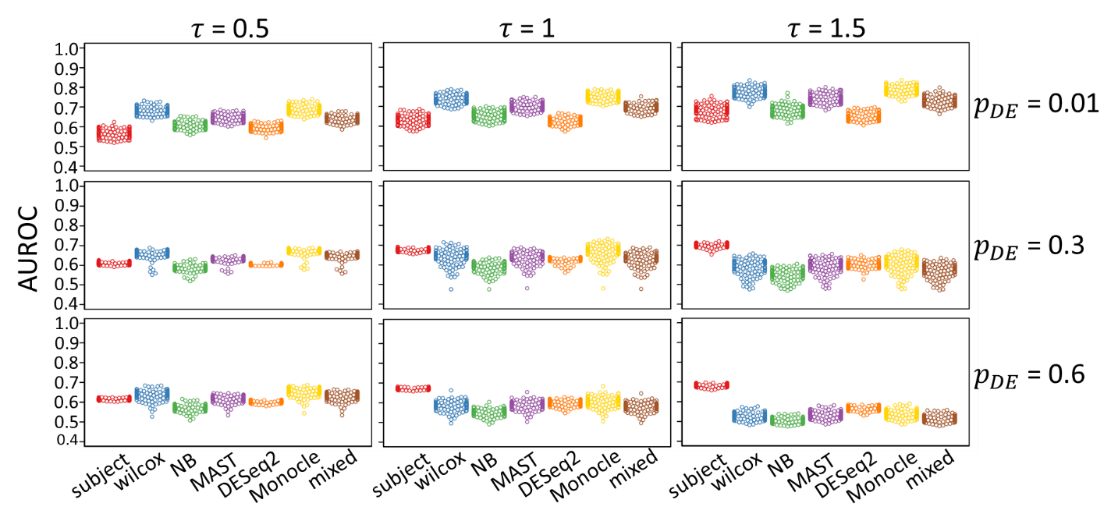
**

**
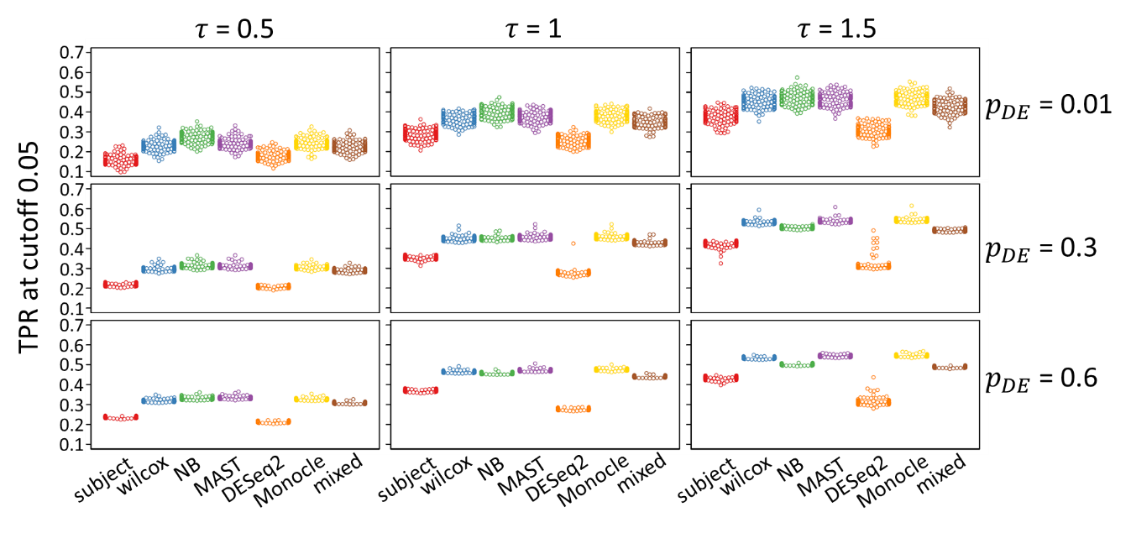
**

**
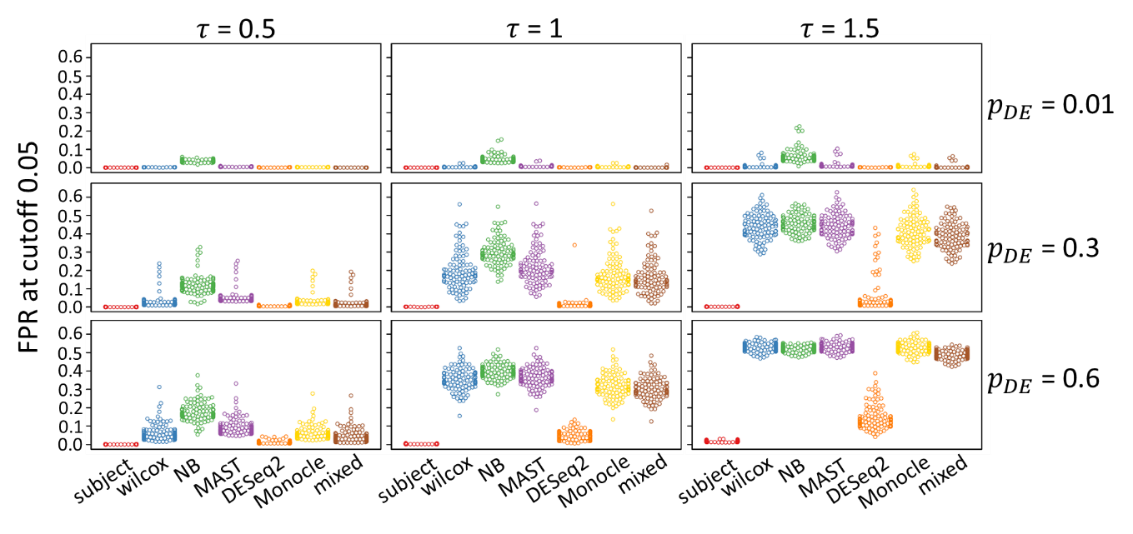
**

**Supplementary Figure 8. Additional performance measures for differential state analysis of simulated data** (a) Area under the receiver operating characteristic curve (AUROC), (b) true positive rate (TPR) with adjusted p-value cutoff 0.05, and (c) false positive rate (FPR) with adjusted p-value cutoff 0.05 for seven differential state analysis methods. Each panel shows results for 100 simulated data sets in one simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$. The implemented methods are subject (red), wilcox (blue), NB (green), MAST (purple), DESeq2 (orange), Monocle (gold), and mixed (brown). The vertical axes give the performance measures, and the horizontal axes label each method.

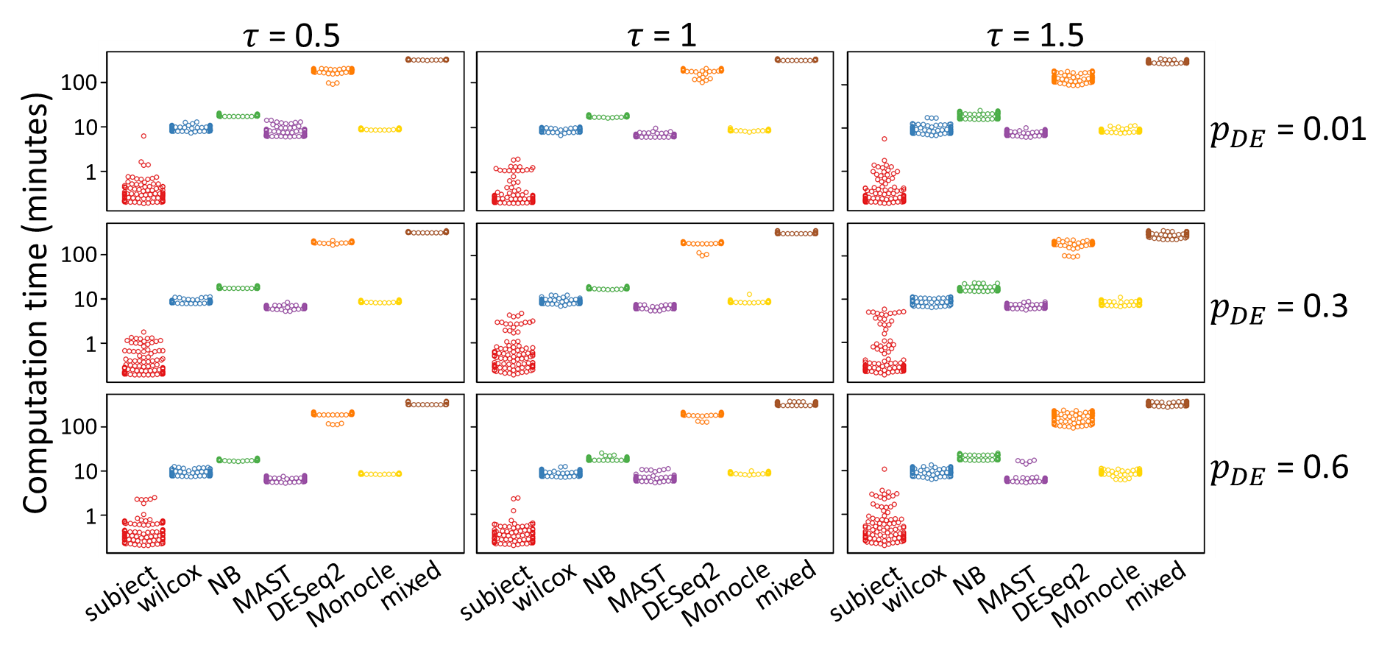

**Supplementary Figure 9. Computation time for differential state analysis of simulated data** Each panel shows computation times for 100 simulated data sets in one simulation setting. Rows correspond to different proportions of differentially expressed genes, $p_{DE}$, and columns correspond to different standard deviations of (natural) log fold change, $\tau$. The implemented methods are subject (red), wilcox (blue), NB (green), MAST (purple), DESeq2 (orange), Monocle (gold), and mixed (brown). The vertical axes give the performance measures, and the horizontal axes label each method.

**
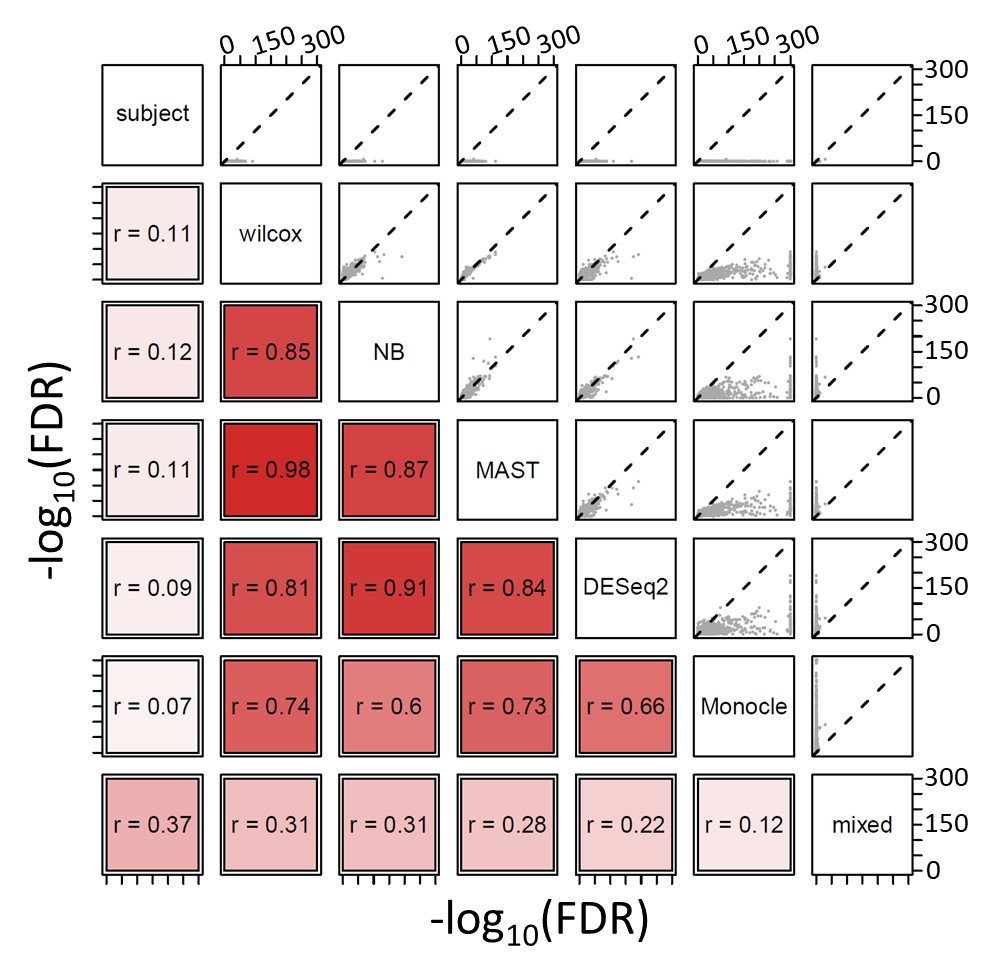
**

**Supplementary Figure 10. Concordance between adjusted p-values for differential state analysis methods in analysis of CF and non-CF small airway secretory cells** For the differential state analysis of pig small airway secretory cells, adjusted p-values (FDR) for each method were negative log_10_-transformed and compared. The diagonal identifies the method corresponding to each row and column, the upper diagonal gives scatterplots of concordance between each pair of methods, and the lower diagonal gives the Pearson correlation between each pair of methods with darker shades of red corresponding to higher concordance between two methods.

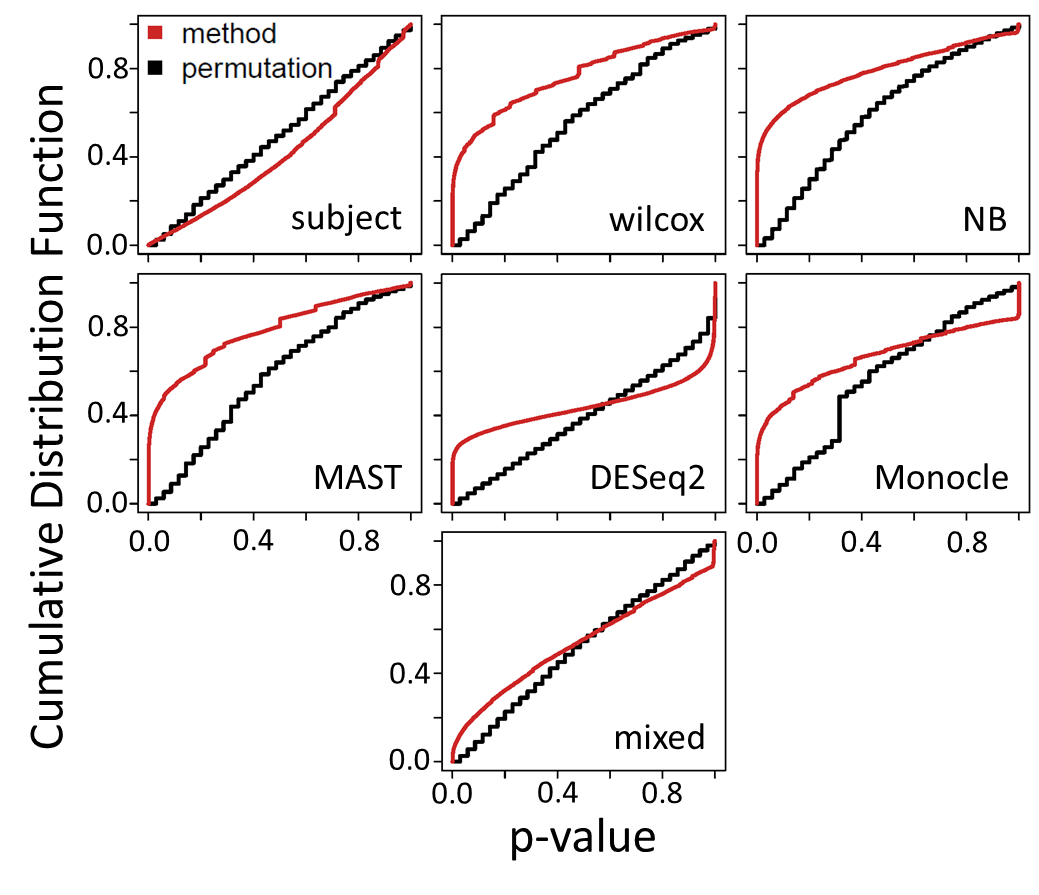

**Supplementary Figure 11. Comparison of method p-values and permutation p-values for analysis of CF and non-CF pig small airway secretory cells** Each panel shows the distributions of method p-values red) and permutation p-values (black) for a different method. Vertical axes give values of the cumulative distribution function at p-values on the horizontal axes.

**
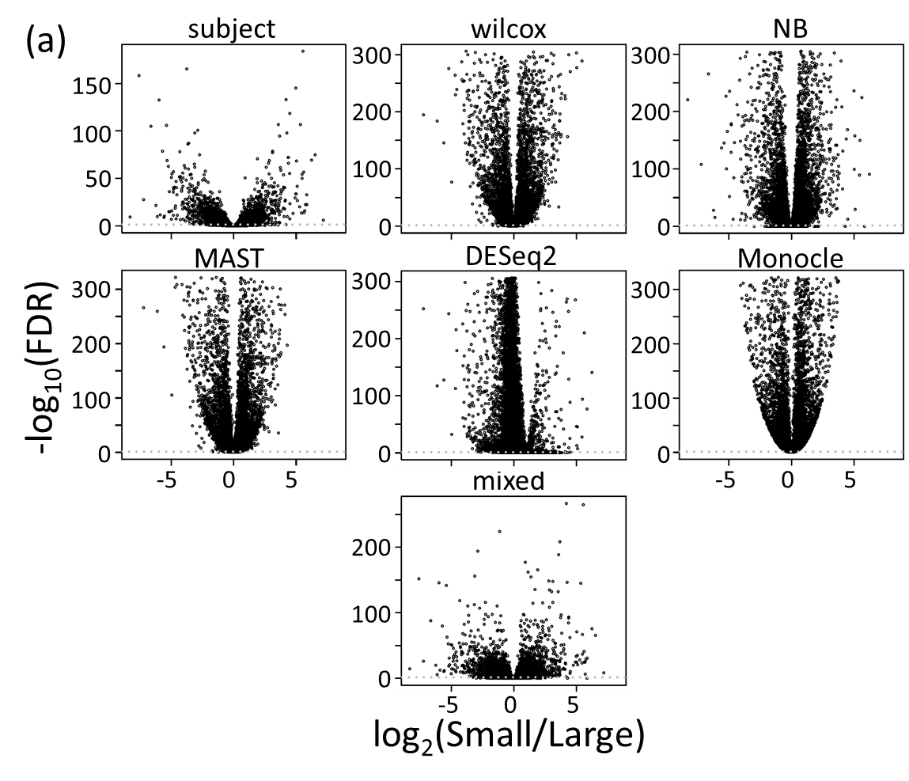
**

**
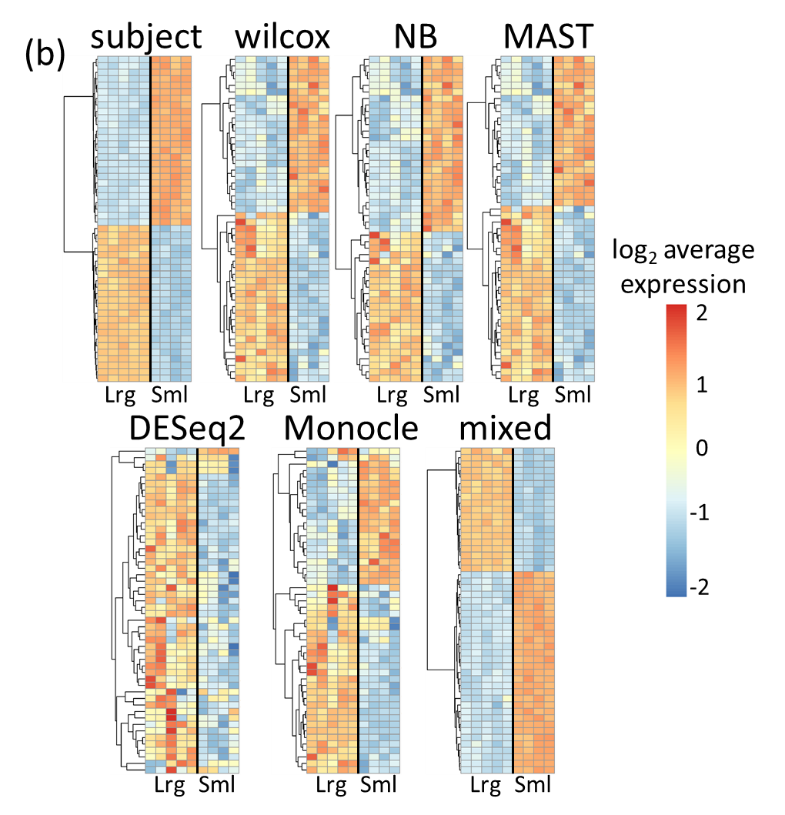
**

**Supplementary Figure 12. Results for analysis of large and small airways in non-CF pig ciliated cells** (a) Volcano plots and (b) heatmaps of top 50 genes for seven different differential state analysis methods. In (a), vertical axes are negative log_10_-transformed adjusted p-values, and horizontal axes are log_2_-transformed fold changes. In (b), rows correspond to different genes, and columns correspond to different pigs. The top 50 genes for each method were defined to be the 50 genes with smallest adjusted p-values. Subject-level gene expression scores were computed as the average counts per million for all cells from each subject. Lrg= large airway; Sml = small airway

**
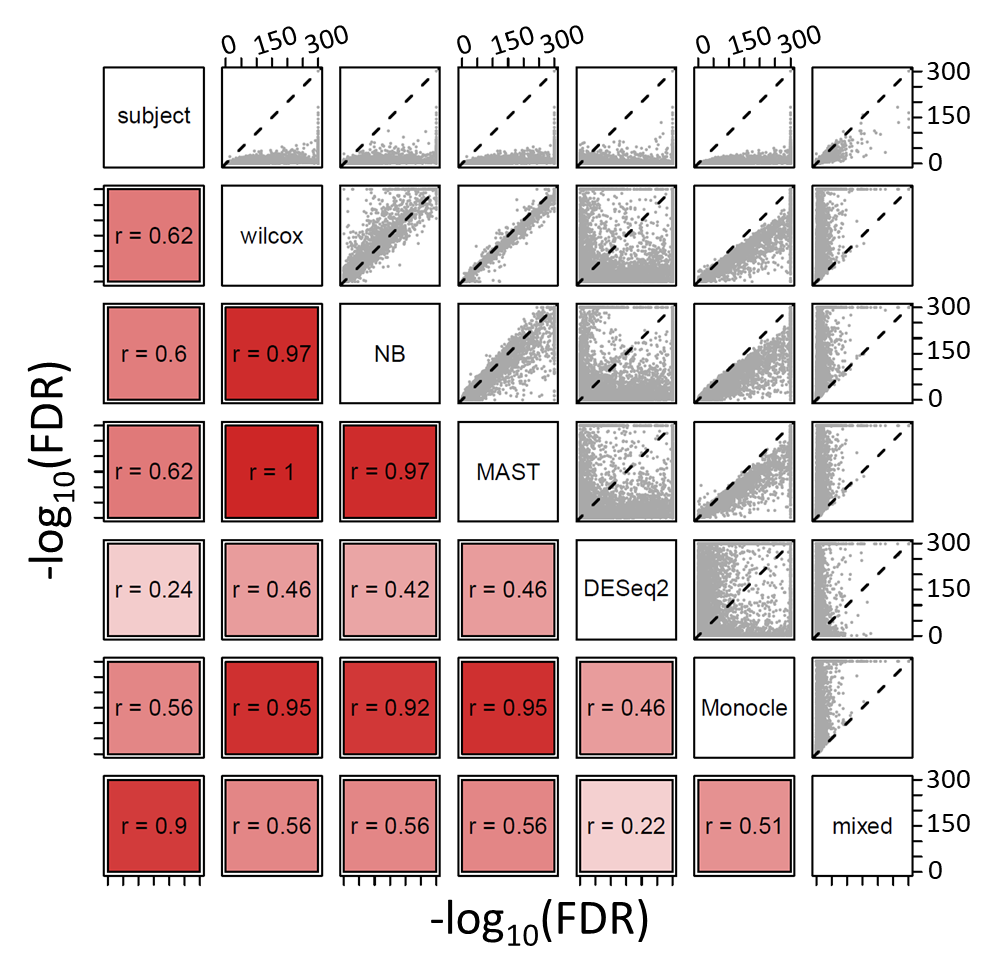
**

**Supplementary Figure 13. Concordance between adjusted p-values for differential state analysis methods in analysis of non-CF small and large airway ciliated cells** For the differential state analysis of ciliated cells from non-CF pigs, adjusted p-values (FDR) for each method were negative log_10_-transformed and compared. The diagonal identifies the method corresponding to each row and column, the upper diagonal gives scatterplots of concordance between each pair of methods, and the lower diagonal gives the Pearson correlation between each pair of methods with darker shades of red corresponding to higher concordance between two methods.

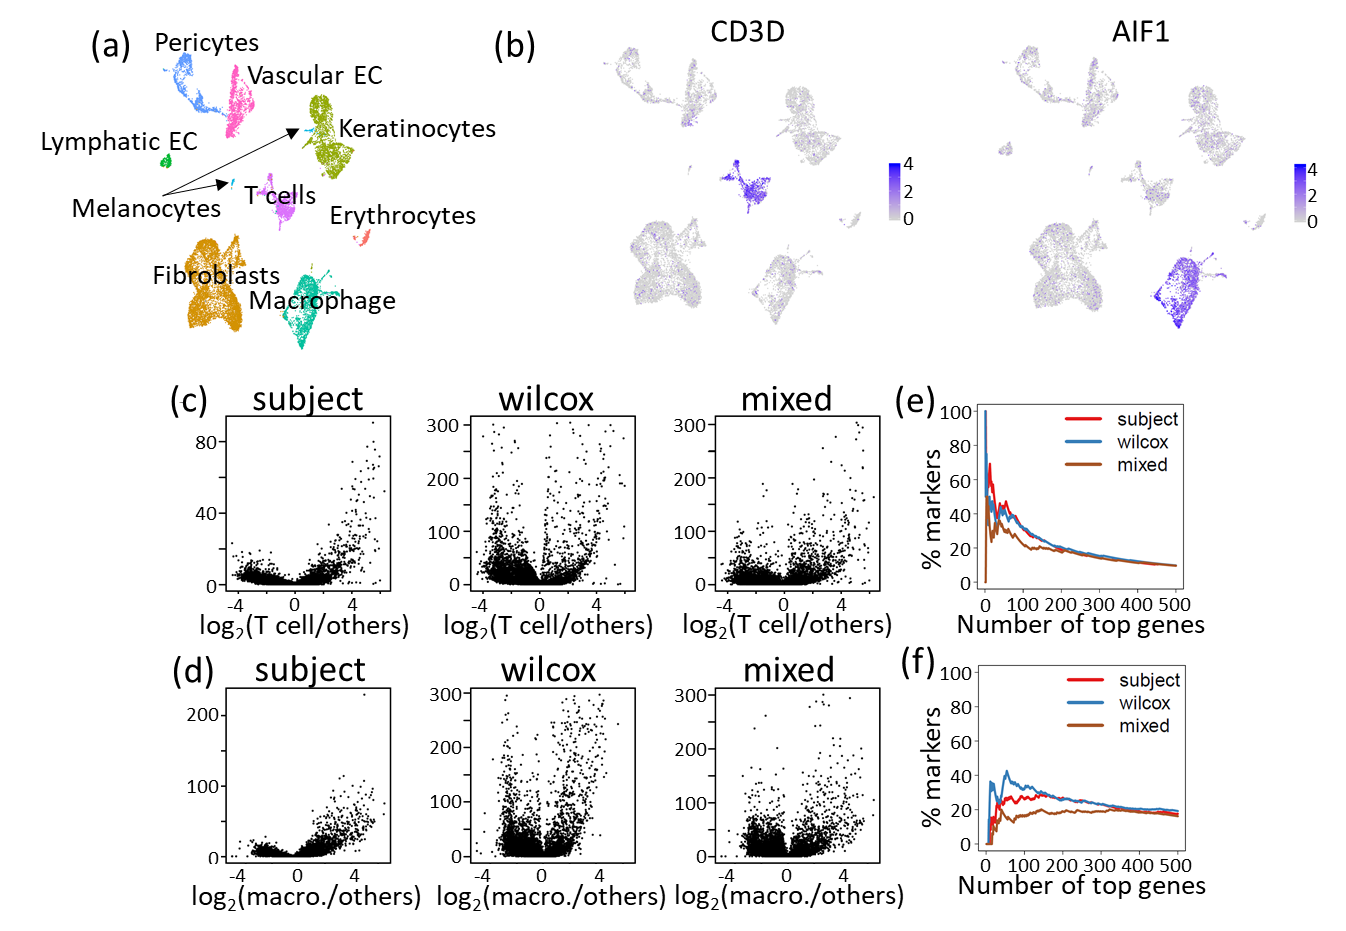
**Supplementary Figure 14.** **Comparison of methods for detection of T cell and macrophage markers** (a) UMAP shows single cell RNA-seq profiling of human skin cells. (b) T cells and macrophages were identified using markers *CD3D* and *AIF1*. (c-d) Volcano plots show results of three methods (subject, wilcox, and mixed) used to identify (c) T cell and (d) macrophage marker genes. (e-f) Among the “top genes” (horizontal axis), the percentage that are known markers (vertical axis) of (e) T cells and (f) macrophages. Top genes were defined by sorting FDR from smallest to largest.

**Supplementary Tables**

**Supplementary Table 1. Performance of three methods for marker detection of CD66+ and CD66- basal cells from human trachea** Operating characteristics were measured for three methods (subject, wilcox, and mixed) used to find markers of CD66+ and CD66- basal cells. As a gold standard, true positives were identified as those genes in bulk RNA-seq analysis with FDR<0.05 and |log_2_(FC)|>1. Performance measures included area under the receiver operating characteristic curve (AUROC), area under the precision-recall curve (AUPR), and four measurements of accuracy using an adjusted p-value cutoff of 0.05: true positive rate (TPR), false positive rate (FPR), positive predictive value (PPV), and negative predictive value (NPV).

**
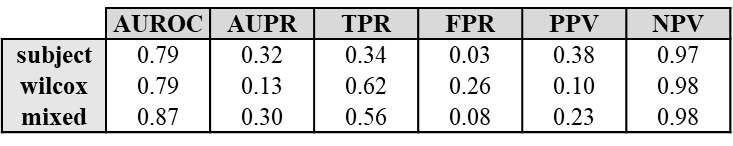
**

**Supplementary Table 2. Performance of three methods for differential expression analysis of alveolar type II (AT2) cells and alveolar macrophages (AM) from healthy and IPF lungs** Operating characteristics were measured for three methods (subject, wilcox, and mixed) used to find differentially expressed genes between IPF and healthy lungs in AT2 cells and AM. As a gold standard, true positives were identified as those genes in bulk RNA-seq analysis with FDR<0.05 and |log_2_(FC)|>1. Performance measures included area under the receiver operating characteristic curve (AUROC), area under the precision-recall curve (AUPR), and four measurements of accuracy using an adjusted p-value cutoff of 0.05: true positive rate (TPR), false positive rate (FPR), positive predictive value (PPV), and negative predictive value (NPV).

**
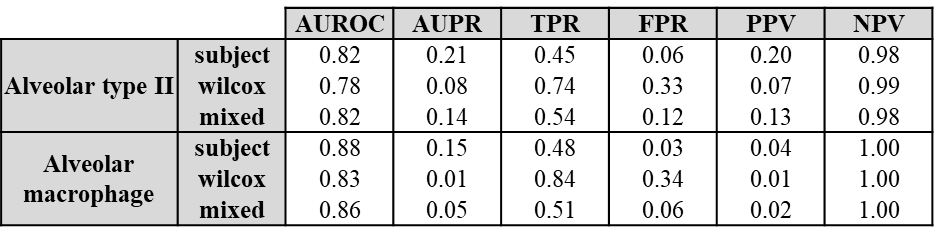
**

**References**

Amezquita, Robert, Aaron Lun, Etienne Becht, Vince Carey, Lindsay Carpp, Ludwig Geistlinger, Federico Marini, et al. 2020. “Orchestrating Single-Cell Analysis with Bioconductor.” Nature Methods 17: 137–45. https://www.nature.com/articles/s41592- 019-0654-x.

Crowell, Helena L., Charlotte Soneson, Pierre-Luc Germain, Daniela Calini, Ludovic Collin, Catarina Raposo, Dheeraj Malhotra, and Mark D. Robinson. 2020. “Muscat Detects Subpopulation-Specific State Transitions from Multi-Sample Multi-Condition Single- Cell Transcriptomics Data.” Nature Communications 11 (1): 6077. https://doi.org/10.1038/s41467-020-19894-4.

Huber, W., V. J. Carey, R. Gentleman, S. Anders, M. Carlson, B. S. Carvalho, H. C. Bravo, et al. 2015. “Orchestrating High-Throughput Genomic Analysis with Bioconductor.” Nature Methods 12 (2): 115–21. http://www.nature.com/nmeth/journal/v12/n2/full/nmeth.3252.html.

McCarthy, Davis J., Kieran R. Campbell, Aaron T. L. Lun, and Quin F. Willis. 2017. “Scater: Pre-Processing, Quality Control, Normalisation and Visualisation of Single-Cell RNA- Seq Data in R.” Bioinformatics 33 (8): 1179–86. https://doi.org/10.1093/bioinformatics/btw777.

How the deposited data were processed for this re-analysis (not part of the article)

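Cells were taken from the large and small airways of newborn CF and non-CF pigs, with 19 libraries in all and 1 library per pig and airway. Small airways were those with a diameter of at most 2 mm, and the tissue was digested for 2 h with 1.4 mg/ml pronase and 50 U/ml DNase and passed through a 40 μm strainer. Libraries were made with 10x Genomics Chromium 3′ chemistry, and the authors aligned the reads to Sscrofa11.1 and counted UMIs per gene and barcode with Cell Ranger 3.0.2. The deposited files hold the filtered matrices of that tool, which are integer UMI counts for 26656 genes in every library, without normalization. Of these genes, 9775 have an identifier in place of a symbol, and 0 of the 13 protein genes of the mitochondrial genome are among them. The condition, airway and pig of each library were taken from the sample labels, and the 4 pigs of a genotype with libraries of both airways were identified by their numbers.

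Barcodes with 3000 to 50000 UMIs were kept as cells. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen across libraries with scanpy 1.11.5, and cells of all libraries were clustered together on 30 principal components. Clusters were formed on a graph of 15 shared nearest neighbours with the Leiden algorithm of igraph 0.11.9 at a resolution of 1, without integration of libraries (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0). A cluster took the cell type with the largest share of its marker genes among the 50 genes of largest fold over the median of the other clusters, after 10 CPM were added to both sides. At least 3 markers were required, and a cluster stayed without a name if another cell type had more markers among its 10 leading genes, or if its UMIs per cell were low and its leading genes held no marker of its own type. Doublets, which were removed in an alternative only, were called with Scrublet in each library and made up 504 of 30115 cells (1.67%), with the highest share in the large airway library of pig 3884 (16.5% of 218 cells).

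UMIs were summed over the cells of a type in each library, and a library entered a comparison with at least 10 such cells. Sums were compared between groups of pigs with the quasi-likelihood F test of edgeR 4.0.16 after TMM normalization and its default filter on low counts, and as an alternative with the Wald test of DESeq2 1.42.0 (R 4.3.3). Single cells were compared with a Wilcoxon rank sum test with tie correction, which treats cells as replicates, and with a linear mixed model on log-normalized counts with a random intercept per pig. The variances of that model were estimated by moments. Its Wald statistic was referred to a normal distribution, which makes no allowance for the small number of pigs. P-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. Lists of genes were tested with camera of limma 3.58.1 on the edgeR fits, which compares the genes of a list with the other genes, at a preset correlation of 0.01 and at an estimated one. The method fry, which tests whether the genes of a list move on balance in 1 direction and does not compare them with other genes, served as an alternative. Members of a list were also adjusted over that list alone. CPM are counts scaled to a common library size, means are taken over pigs, and a fold against a group without a UMI was computed from a floor of 3 counts over the group. The comparisons were CF against non-CF pigs in secretory cells of the small and of the large airway and in ciliated cells of the small airway, small against large airway in ciliated cells of non-CF and of CF pigs, and the difference of the CF effect between airways in secretory cells. For the comparison of permutation and method P-values, all 35 regroupings of the 7 pigs were run with each method, and for splits of the samples all splits were run up to 100, or that many were drawn.

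The cell filter, the marker and gene lists, the tests, the alternatives and the rule for the genes named in the text were set before the data were examined. That rule takes CFTR, CD36 and APOB, the 10 genes with the largest log2 fold change in each direction among genes with a symbol, an adjusted P-value under the threshold, a mean of at least 20 CPM in the higher group and no overlap between groups, and examples of smallest P-value from each list. Where fewer genes passed, the genes of smallest P-value were added up to 5 per direction and described as not passing, and the comparisons that the paper does not report take the study's genes and the 5 of smallest P-value per direction. The rule that names clusters was not set then: it was chosen after the marker genes of the clusters had been looked at under several scoring rules, and after a first look at CFTR, CD36 and APOB in each pig, and before any comparison was tested. By the number of markers among the 100 genes of largest fold over the median, a cluster of 1009 cells, 98.9% of them from the small airway of pig 13003, takes the name secretory in place of basal, which was run as an alternative. By the mean z score of the markers, the cluster that holds most small airway secretory cells of every pig but 13003 (750 cells) takes the name alveolar type 2, and the one that holds most large airway secretory cells of non-CF pigs the name ionocyte, and by the number of markers among the genes of largest fold over all other cells the clusters of ciliated cells stay without a name. CFTR, CD36 and APOB are named in the paper, so the values it gives for them had been seen. Genes that lead a cluster, genes of pig 13003, and CCNO among the calls of DESeq2 were named after their values were seen. The alternatives were DESeq2, relative log expression size factors, no filter on low counts, at least 10 counts in every library, at least 1000 UMIs per cell without an upper limit, at least 5000 UMIs per cell, clustering of each library on its own, a Leiden resolution of 2, removal of doublets, no minimum number of cells, restriction to genes at least as high in the cell type as in the other cells, the library series in the sample labels as a covariate, the pig as a replicate block, leaving out each pig in turn, and for single cells thinning to 3000 UMIs and genes detected in at least 10% of the cells of a group, and a likelihood ratio test of edgeR with each cell as a library. The authors' own cell type labels were not analysed here, and neither were the methods NB, MAST and Monocle.

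Over the ciliated cells of a pig with both airways, the deviations of its libraries from the means of their groups were correlated across genes, and the libraries of each pig matched their own partner best. In non-CF pigs r was 0.400, 0.355, 0.328 and 0.537 for pigs 3788, 3884, 3894 and 13004, and in CF pigs it was 0.485, 0.451, 0.373 and 0.405 for pigs 3882, 3885, 3887 and 13003 (genes are not independent replicates). Over all libraries the total was 4075591 to 59989340 UMIs (median 23187960). Summed over small airway secretory cells, the pigs held 2006206 (non-CF pig 13004) to 11329605 UMIs (CF pig 13003), so that 1 UMI stood for 0.498 to 0.0883 CPM. At a level of 20 CPM the counting error was 15.8% and 6.64% in these pigs. Over non-CF ciliated cells the sums ran from 1128209 UMIs in the large airway of pig 3884 to 29863692 in that of pig 13004, with counting errors at that level of 21.1% and 4.09%.

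The tests on sums were tested on simulated counts with the depth and dispersion of the pigs, in which 200 genes were changed. For small airway secretory cells, edgeR recovered 32 of 100 genes changed by a log2 of 1 and 76 of 100 changed by a log2 of 2, with 7 false calls among 115. DESeq2 recovered 42 and 79 of them, with 21 false calls among 142. For ciliated cells of non-CF pigs, edgeR recovered 58 and 85, with 10 false calls among 153. With camera at the preset correlation, 20 of 20 raised lists and 0 of 20 unchanged lists reached an unadjusted P-value under 0.05 in simulated counts without correlation between genes. Single cells were simulated with the UMIs per cell of the pigs, but with a fixed dispersion over cells that was not taken from them. Of 2000 genes of at least median expression, 200 were changed. With a fixed spread between pigs (SD 0.4 on the natural log scale), the Wilcoxon test made 990 false calls and the mixed model 66. Without such a spread they made 27 and 4, and none of these counts is a rate for the pig data.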

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

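The splits of the samples, the comparison with other pairs of pigs and the bootstrap intervals are tests chosen after the results were seen, while the other tests of explanations were fixed before their own results were seen. Pig 13003 was singled out after its values were seen, and the counts without that pig and with cells thinned to an equal number of UMIs were known when the bounds that use them were set.

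The Wilcoxon test over cells called 7346 genes between CF and non-CF small airway secretory cells, and 970 without CF pig 13003, which gave the most cells. The tables argue against the number of cells of that pig as the whole source, since with as few of its cells as the median of the other pigs the test called a median of 2719 genes (2558 to 2850 over 20 draws), 2.80 times the count without it. A difference in UMIs per cell between the groups cannot be told apart from one between the pigs: with each cell at 3000 UMIs the test called 1643 genes and with all cells thinned by 1 fraction 2501, a ratio of 0.657 that lies between the bounds set for it. Chance cannot be excluded either, since 7 of 35 splits of the pigs, the real one included, gave as large a share of genes with an unadjusted P-value under 0.05 over cells (45.4% for the real split and 50.5% for the highest other). The genotype of the pigs, the state of pig 13003 and the kind of its secretory cells stay open as untested contributions to the count.

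In small airway secretory cells, pig 13003 lay more than 2-fold above every other pig in 29 of 5838 genes and below in 93, where the next pig, 13004, lay outside in 22 genes, and in large airway secretory cells it lay outside in 368 of 5951 genes and the next pig, 3887, in 110. For the 29 genes above every other pig, the tables argue against RNA from other cells of the library, since 27.6% of them were higher in the other cells than in its secretory cells. The 93 genes below were not covered by this test. The deviations of pig 13004, the other pig of its library series in the small airway, were correlated with those of pig 13003 at r = 0.308 across genes, but 6 of the 20 other pairs of pigs reached that value (highest 0.632) and deviations of pigs share a baseline, so a difference between library series cannot be told apart from one between animals. Between small and large airway secretory cells of pig 13003, r was 0.120, between small airway secretory and large airway ciliated cells it was 0.108 (0.334, 0.345 and 0.455 for pigs 3882, 13004 and 3887), and between secretory and ciliated cells of its small airway it was 0.656. The state of the whole animal, the state of its small airway and the handling of that library therefore stay open, since the small airway of the pig gave a single library. The kind of cells named secretory stays open as well. Those of this small airway lay mainly in a cluster of 589 cells, nearly all from that library.

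In ciliated cells of non-CF pigs, marker genes of alveolar cells and some of those of fibroblasts and smooth muscle rose in the small airway, and host defence and mucin genes were higher in the large airway. Most of the host defence and mucin genes were higher in ciliated than in non-epithelial cells, each pooled over the large airway libraries. This speaks only to non-epithelial cells as a source and leaves RNA from secretory and gland cells open. The non-epithelial cells came mainly from pigs 13036 and 13031, and the library of pig 3884 gave none. The median log2 ratio of ciliated to non-epithelial cells was 3.55 (95% bootstrap interval 2.68 to 3.99, 24 genes). WFDC2 and TFF3 were at 5495 and 1398 CPM in the pooled ciliated cells. LYZ, DMBT1, BPIFB1, S100A8 and S100A9 were lower in ciliated cells (log2 ratios -3.37, -1.56, -0.30, -1.83 and -3.12). For these genes RNA from other cells is not argued against. The 3 neutrophil genes, S100A8 and S100A9 among them, had a median of -2.19, and the globin gene HBB had -1.34. Fibroblast and smooth muscle genes were no higher in ciliated cells than in endothelial and T and NK cells of the same libraries (median log2 ratio 0.062, interval -0.91 to 1.28, 6 genes), with TAGLN, the most abundant, at 218 and 121 CPM, which is consistent with RNA from other cells. For the alveolar and distal secretory genes the median ratio to non-epithelial cells was 2.06, barely past the bound, with an interval of 0.68 to 4.44 (9 of 13 genes over 1, SCGB3A2 at 2169 and 52.2 CPM). For these genes RNA from other cells cannot be told apart from expression in the ciliated cells, and the position along the airway stays open as a source of the latter.

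In 115 groups of pigs, the values of each named gene were searched for 1 pig far from the others, with a gap to the nearest pig beyond the critical value of Dixon's test. In all, 14 groups held such a pig. Chance picks about 1 in 20 groups of normally distributed values. That rate need not hold for CPM near 0, so the 14 are not read as an excess over chance. None of 12 groups of library totals did. In large airway ciliated cells of non-CF pigs, the pigs far from the others were 13031 for HBB at 416 CPM and for MUC4 at 290.0 CPM, 3884 for S100A12 at 267 CPM and for IGFN1 at 0.886 CPM, 13036 for CAVIN2 at 1.31 CPM and 13004 for ADCY8 at 0.0335 CPM. In small airway ciliated cells of non-CF pigs, they were 3894 for ADCY8 at 36.7 CPM, 3788 for GGTA1P, DHRS9 and S100A12 at 37.4, 1.55 and 0.0775 CPM and 13004 for HBB at 0.0536 CPM. In CF pigs, 3885 was far from the others for FLYWCH2 at 1.87 CPM and for SVOPL at 272 CPM in small airway ciliated cells, and 3887 for CITED1 at 0.0722 CPM in large airway ciliated cells. The values of ADCY8 and CITED1 in the large airway and of HBB and S100A12 in the small airway are a single UMI in a group otherwise at 0, that of IGFN1 is a single UMI as well, and that of FLYWCH2 rests on 2 UMIs.

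Between the airways, the CF effect in secretory cells differed for AKR1C1 by a log2 fold change of 2.89 by DESeq2 (adjusted P = 4.50e-05), a test of the difference itself, and by edgeR it did not pass (adjusted P = 0.252). In the large airway, its log2 fold change between CF and non-CF pigs by DESeq2 was -2.05 (adjusted P = 3.67e-04), and -0.67 (0.998) without the cluster with gland markers, a setting chosen after the values were seen. In data that the paper does not report on, edgeR called 4281 genes between the airways of CF ciliated cells, and DESeq2 called 55 genes between CF and non-CF pigs in large airway secretory cells and 2 in small airway ciliated cells.

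Over splits of the 7 pigs with small airway secretory cells, edgeR called 0 genes with the real split (649 at an unadjusted P-value under 0.05) and up to 8 with another, and since any split reaches a count of 0, the share of genes with an unadjusted P-value under 0.05 was compared, 5.88% for the real split and 11.0% for the highest other, and chance cannot be excluded. DESeq2 called 4 genes with the real split and 65 with the split of pigs 3887, 13004 and 13003 from the rest, or 58, 47 and 4 with pig 3788, 3894 and 3884 in the place of 13004, which points to a structure of the samples (chance cannot be excluded, with 22 of 35 splits as large). The splits with pigs 13003 and 13004, which share a library series, together called 29, 13, 5, 65 and 30 genes with pig 3788, 3882, 3884, 3887 and 3894, and the source of that structure stays open. With the library series as a covariate edgeR called 0 (691 at an unadjusted P-value under 0.05). In small airway ciliated cells edgeR called 0 genes with the real split of CF and non-CF pigs (572 at an unadjusted P-value under 0.05; DESeq2 called 2) and up to 10 with another, and the shares were 4.06% and 10.6% for the highest other, so chance cannot be excluded. The highest count came from pigs 3887, 3894, 13003 and 13004 against the rest, which points to a structure of the samples, and with the library series as a covariate edgeR called 0 (728). In large airway secretory cells the counts of edgeR were 0 (945 at an unadjusted P-value under 0.05; DESeq2 called 55) and up to 2, and the shares were 9.43% and 13.7% for the highest other, so chance cannot be excluded. For the difference of the CF effect between airways edgeR called 0 (614 at an unadjusted P-value under 0.05), and DESeq2 called 1. With another split edgeR called up to 3. With the pig as a replicate block it called 19, a fit in which only pigs 3887, 13003, 3894 and 13004 bear on the difference. The splits could set the airways of the same pig in opposite groups, so whether chance accounts for these counts stays open.

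Between the airways of non-CF ciliated cells, edgeR called 5817 genes with the real split and at most 1 with another, so 1 of 100 splits reached the real count. Over all drawn splits this argues against chance. Since the libraries of a pig resemble each other, the like reference is a split that parts every pair. Of the other splits, 6 also parted the airways of all 4 pigs that have both and called at most 0, and the 93 that parted fewer pairs called at most 1. The 6 splits are too few to exclude chance by themselves. In CF ciliated cells, edgeR called 4281 genes with the real split, and 1 of 100 splits reached that count. The 12 other splits that parted all pairs called at most 0, and they too are too few to exclude chance by themselves. Among the 87 that parted fewer pairs the highest count was 2800, for the split that differs from the real one only in placing the large airway library of pig 13003 with the small airways.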

How the results depend on the processing

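The settings that combine DESeq2 with another choice, those that leave out a cluster of cells and the naming of clusters by the number of markers were chosen after the data were seen. In small airway secretory cells, edgeR's count of 0 genes (649 at an unadjusted P-value under 0.05) stayed at 0 with at least 1000 or 5000 UMIs per cell, 10 counts in every library, relative log expression size factors, other clusterings, doublets removed, no minimum number of cells, the library series as a covariate, genes at least as high in secretory as in other cells, or any 1 pig left out (0 to 0). With each library clustered on its own, only 3 non-CF and 2 CF pigs entered the test. The count was 1 without a low-count filter (CFTR, adjusted P = 0.0255, and 0.0255 to 0.986 over all alternatives with edgeR) and 4 with DESeq2. With DESeq2 it was 3 without a minimum number of cells, 4 without the cluster of mainly large airway cells, 3 at a Leiden resolution of 2, 3 and 5 with at least 1000 and 5000 UMIs per cell, 2 with doublets removed and 2 to 109 with 1 pig left out (109 without 3882, 24 without 3788 and 2 without 13004). With clusters named by the number of markers, which brings a cluster of pig 13003 into the secretory cells, edgeR called 1 (MT1A; 682 at an unadjusted P-value under 0.05) and DESeq2 7. The cause was not tested for these counts or for those that follow, unless one is named.

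In non-CF ciliated cells the count of 5817 was 3227 over genes at least as high in ciliated as in other cells, where fewer genes were tested, and stayed within 1.5 times of it under the other alternatives (4313 to 5443 with 1 pig left out). In CF ciliated cells the count of 4281 was 2617 to 4240 with 1 pig left out, lowest without pig 3887, and stayed within 1.5 times of it otherwise. In large airway secretory cells edgeR's count of 0 (945 at an unadjusted P-value under 0.05) was 4 without pig 13034 and 2 without pig 3894 (0 to 4 with 1 pig left out), and DESeq2 called 55, or 19 without the cluster with gland markers, where 1 pig fewer was left. In small airway ciliated cells edgeR's 0 (572) stood against 2 by DESeq2 and 2 by DESeq2 without pig 13003. For the difference of the CF effect between airways edgeR's 0 (614) became 1 with DESeq2 and 19 with the pig as a replicate block (14 higher and 5 lower). With the block, that difference rests on CF pigs 3887 and 13003 and non-CF pigs 3894 and 13004 alone. Between the airways the counts with the block were 6830 in non-CF and 5486 in CF ciliated cells, and among the named genes the block changed the call of AKR1C1 for that difference and of CFTR in both airway comparisons.

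With cells as units, the Wilcoxon test called 7346 genes in small airway secretory cells, 1643 with each cell thinned to 3000 UMIs and 970 to 8237 with 1 pig left out, lowest without pig 13003, and the mixed model called 335. In non-CF ciliated cells the mixed model called 6841 against 13086. With 1 CF pig left out, the share of genes with a P-value up to 0.05 was 3.42 to 12.0% for edgeR, 17.1 to 49.4% for the Wilcoxon test and 6.01 to 16.6% for the mixed model, and with DESeq2 it was 3.45%. The correlations of adjusted P-values in secretory cells (edgeR with Wilcoxon, edgeR with mixed, Wilcoxon with mixed) were 0.18 to 0.44, 0.23 to 0.43 and 0.14 to 0.46 with 1 CF pig left out, and 0.17, 0.31 and 0.23 with DESeq2. In ciliated cells they were 0.62, 0.74 and 0.48 with DESeq2, and the association of effect size and significance was 0.72, 0.54 and 0.65 for DESeq2, the Wilcoxon test and the mixed model. The variance ratios of the top 50 genes of secretory cells were 4.79 to 9.65, 0.919 to 1.72 and 4.15 to 13.6 for edgeR, the Wilcoxon test and the mixed model with 1 CF pig left out, and DESeq2 gave 2.96, with 38 genes in which the groups did not overlap (chance gives 5.71%). The subject-level variance was 0.130 to 0.175 with 1 CF pig left out, over 793 to 1259 cells, and 0.404 with at least 1000 UMIs per cell, where the cell-level variance was 11.8. The correlation of the airway effect between non-CF and CF pigs was 0.888 with DESeq2 and 0.938 with at least 1000 UMIs per cell, against 0.945.

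Over gene lists, cell type markers not among them, camera at its preset correlation called 27 list and comparison pairs and 2 with an estimated correlation. Per comparison the estimated correlation left 0 of 4 lists for small airway secretory cells, 2 of 6 for non-CF ciliated cells, 0 of 7 for large airway secretory cells, 0 of 1 for small airway ciliated cells, 0 of 7 for CF ciliated cells and 0 of 2 for the difference of the CF effect. By fry the counts were 0, 12, 0, 0, 9 and 0 in the same order, and those of camera at its preset correlation with 1 pig left out were 3 to 8, 6 to 7, 4 to 9, 2 to 4, 7 to 7 and 0 to 5, with 8 in the first without pig 13004 and 4 in the third without pig 3887. Leaving out a pig also brought camera calls in each comparison for lists not called with all pigs, at the preset correlation and not tested with an estimated one. Those of smallest adjusted P-value in each were ionocyte markers (1.85e-05), regional transcription factors (0.0195), ciliary motility (1.57e-04), cholesterol synthesis (2.55e-07), smooth muscle markers (0.0192) and ciliary motility (2.14e-06) in the same order, without pig 13004 in the second, 3885 in the fifth and 13003 in the others. In small airway secretory cells ciliary motility genes passed as higher without pig 13004 (0.0362) and as lower without 3788 (0.0175) or 3894 (0.00783). Of the values of named genes under the alternatives set beforehand, 1047 kept their direction and side of the threshold and 26 passed it in the same direction, and of those of the lists that camera called 288 kept both and 94 no longer passed. Among the settings chosen later, 146 values of named genes kept both, 41 passed and 4 reversed. The reversed values are CFTR and CD36 in large airway secretory cells without the cluster with gland markers, where their log2 fold changes were 0.18 and 0.20 by edgeR (adjusted P = 0.964 and 0.967) and 0.21 and 0.17 by DESeq2 (0.998 for both), against -0.54 and -0.71, and neither passed a test.

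Limits on the share of mitochondrial UMIs and the list of mitochondrial genes could not be run, since no such gene is among those counted. Depth limits small values, since 3 UMIs over the small airway secretory cells of the CF pigs are 0.173 CPM, and APOB rested on 90 UMIs in the non-CF pigs. It limits most the large airway secretory cells, of which pig 3894 held 391352 UMIs, so that 1 UMI was 2.56 CPM.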

Differences from the paper's values

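The settings that combine DESeq2 with another choice and the naming of clusters by the number of markers were chosen after the values were seen, and the paper's counts, like those here, are at an adjusted P-value under 0.05. The paper relates its method subject, which takes pigs as units, to the model of DESeq2, so DESeq2 is the closer counterpart of it than edgeR. For small airway secretory cells, subject called 3 genes, and edgeR on sums per pig called 0 (649 at an unadjusted P-value under 0.05). Of the alternatives set before the data were examined, DESeq2 gave 4 genes, within 1.5 times of the paper's count, and included CFTR, CD36 and APOB. No low-count filter gave 1 (CFTR), and each of the others gave 0. Of the settings chosen after the values were seen, DESeq2 kept all 3 of the paper's genes and called 24 without pig 3788, 109 without pig 3882, 4 without pig 3894, 4 without the cluster of mainly large airway cells, 3 at a Leiden resolution of 2, 5 with at least 5000 UMIs per cell and 7 with clusters named by the number of markers. Other settings of DESeq2 chosen after the values were seen dropped 1 of the paper's 3 genes (CD36) and called 3 without a minimum number of cells, 2 without pig 13004, 3 without pig 3884, 4 without pig 3887, 3 with at least 1000 UMIs per cell and 2 with doublets removed. DESeq2 dropped 2 of them (APOB and CD36) and called 3 without pig 13003, a setting also chosen after the values were seen. With clusters named by the number of markers, also chosen after the values were seen, edgeR called 1 gene, MT1A, and none of the paper's 3. For the same cells, the paper's mixed method, a negative binomial mixed model of counts, called 821 genes. The linear mixed model on log-normalized counts, which is a different model, called 335. Over the genes that edgeR tested as well, it called 317, and with 1 CF pig left out, as was set before the data were examined, it called 1056 without pig 3882, which lies within 1.5 times of the paper's count, 408 without pig 3887 and 20 without pig 13003.

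The heatmaps of Supplementary Figure S12b show about 5 large airway columns, the paper's number read by eye, and 6 pigs entered the comparison of non-CF ciliated cells, under each alternative as well. The paper's correlations of adjusted P-values between methods for small airway secretory cells are about 0.11 between subject and wilcox, about 0.37 between subject and mixed and about 0.31 between wilcox and mixed in Supplementary Figure S10, read by eye, and those of edgeR, the Wilcoxon test and the mixed model are 0.31, 0.35 and 0.21. With DESeq2 they are 0.17, 0.31 and 0.23, and neither DESeq2 nor leaving out CF pig 3882, 3887 or 13003 gives any of the paper's values. For non-CF ciliated cells the paper's values are about 0.62, about 0.9 and about 0.56 in Supplementary Figure S13, read by eye, in the same order, and those here are 0.72, 0.55 and 0.47. DESeq2, an alternative set before the data were examined, gives the paper's value for the first of these, and 0.74 and 0.48 for the others, which differ from the paper's.

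The paper places subject and mixed in a group apart from the methods that take cells as units in non-CF ciliated cells. With edgeR as the method on pigs, the highest of the 3 correlations is the one with the Wilcoxon test, and with DESeq2 it is the one with the mixed model, as in the paper. The paper also states that subject and mixed show the closer association of effect size and significance. Spearman's rho across genes was 0.88 for edgeR, 0.67 for the mixed model and 0.68 for the Wilcoxon test, or 0.72 for DESeq2, 0.65 and 0.54 over the genes that DESeq2 adjusted. Each coefficient takes the fold change of its own method, which differs in definition between methods, so the coefficients are not strictly comparable.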

Other observations

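In ciliated cells of CF pigs (4 small and 5 large airway libraries), edgeR called 4281 of 14086 genes between the airways, 2167 higher and 2114 lower in the small airway, DESeq2 called 4767, and without pig 3887 edgeR called 2617. CD36, a receptor for fatty acids, rose in the small airway with a log2 fold change of 4.48 (edgeR adjusted P = 1.20e-05), and CFTR had 0.54 (adjusted P = 0.0705), which passed with the pig as a replicate block (0.65, 0.0131), with the library series as a covariate (0.0163) and with at least 1000 UMIs per cell (0.0257), in a range of 0.0131 to 0.219 over all alternatives with edgeR. Genes of cholesterol synthesis fell in the small airway, 14 of 19 (18 adjusted over the list alone), with MVK at -1.97 and LSS at -1.99 (camera adjusted P = 9.42e-06, or 0.481 with an estimated correlation). Interferon response genes fell, 11 of 18 (13 over the list alone), with MX1 at -2.06 and IFIT1 at -2.84 (adjusted P = 1.90e-05, or 0.0769 with an estimated correlation), and so did 8 of 11 genes of MHC class I presentation (8 over the list alone, adjusted P = 0.00353, or 0.481 with an estimated correlation). Of the host defence genes 12 fell and 2 rose among 19 (13 and 2 over the list alone, adjusted P = 1.90e-05, or 0.216 with an estimated correlation), and of the mucin genes 10 fell and 1 rose among 16 (10 and 1, adjusted P = 1.91e-07, or 0.0791 with an estimated correlation). Genes of dissociation and the immediate early response rose, 11 of 21 (12 over the list alone, adjusted P = 4.67e-04, or 0.430 with an estimated correlation).

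Markers of other cell types also differed between the airways of CF ciliated cells. Alveolar type 1 markers rose, 5 of 6 (5 rising and 1 falling over the list alone, adjusted P = 7.85e-12, or 0.0690 with an estimated correlation), as did 5 of 6 of type 2 (5 over the list alone, adjusted P = 0.00353, or 0.0791 with an estimated correlation) and 7 of 8 distal secretoglobin and surfactant genes (7, adjusted P = 4.46e-05, or 0.0769 with an estimated correlation). Fibroblast markers rose, 5 of 5 (5 over the list alone, adjusted P = 0.00597, or 0.481 with an estimated correlation), while 12 secretory markers fell and 3 rose among 18 (12 and 3, adjusted P = 5.50e-04, or 0.481 with an estimated correlation) and 3 of 3 neutrophil markers fell (3, adjusted P = 0.0260, or 0.481 with an estimated correlation). Smooth muscle markers did not pass (adjusted P = 0.0728, or 0.481 with an estimated correlation) but did with the pig as a replicate block (0.00675) and without pig 3885 (0.0192), and erythroid markers passed with the block only (0.0387 against 0.505). Across 13928 genes the log2 fold changes of the airway in CF and non-CF pigs, which share no animal, were correlated at 0.945 (genes are not independent replicates), and 3700 genes were called in both, all with the same sign (859 would be if the calls were independent).

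In ciliated cells of the small airway, CFTR averaged 31.3 ± 5.52 CPM in CF and 68.8 ± 1.52 CPM in non-CF pigs (SD, n = 4 and 4), a log2 fold change of -1.18 (edgeR adjusted P = 0.0731, 0.102 to 0.411 over the alternatives with edgeR) and of -1.21 by DESeq2 (adjusted P = 2.46e-10). Of 14081 genes edgeR called 0 (572 at an unadjusted P-value under 0.05), and the 2 genes called by DESeq2 were CFTR and LOC110261648. After CFTR, the genes of smallest P-value, none of which passed by edgeR, were higher in CF pigs for HOMER3 (1.29), FLYWCH2 (1.88), RASSF1 (0.79), PABPC4 (0.62) and SLC7A2 (2.86), and lower for MDFIC (-0.77), MGST3 (-0.54), IL6 (-1.06) and CCDC60 (-0.87), given as log2 fold changes. Genes of dissociation and the immediate early response were higher in CF pigs as a list, 18 of 21 (0 passed by edgeR, and 0 adjusted over the list alone; camera adjusted P = 8.56e-04, or 0.397 with an estimated correlation).

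In secretory cells of the large airway (3 CF and 4 non-CF pigs), edgeR called 0 of 10025 genes (945 at an unadjusted P-value under 0.05), and DESeq2 called 55, 35 higher and 20 lower in CF pigs. In these cells CF pig 13003 lay more than 2-fold outside the range of every other pig in 6.18% of 5951 genes. The genes of smallest P-value were higher for GCNT3 (2.93), PLCB1 (2.16), MLPH (2.29), BHLHA15 (2.17) and PIK3AP1 (1.77) and lower for CCNO (-4.13), ISL1 (-1.78), ALDH1A1 (-1.20), AKR1C1 (-2.07) and COL6A2 (-2.08), and all but ISL1 passed by DESeq2 (adjusted P = 0.0996 for ISL1). A cluster led by submucosal gland genes made up 62.0% to 64.1% of these cells in the CF pigs and 7.25% to 50% in the non-CF pigs, and without it edgeR called 0 (501 at an unadjusted P-value under 0.05) and DESeq2 19, a setting chosen after the values were seen, in which AKR1C1 no longer passed by DESeq2 (adjusted P = 0.998) and had a log2 fold change of -0.67 by edgeR (adjusted P = 0.902). By camera, 8 of 10 ciliogenesis genes were lower in CF pigs (0 passed by edgeR, 5 over the list alone, CCNO among them; adjusted P = 3.21e-06, or 0.220 with an estimated correlation), as were 9 of 9 interferon response genes (0 over the list alone, adjusted P = 7.44e-04, or 0.281 with an estimated correlation). The other lists it called held lower basal (8 of 8, 0.00635 and 0.220), proliferation (6 of 7, 0.00701 and 0.220) and xenobiotic metabolism genes (9 of 11, 0.0419 and 0.269) and higher gland (3 of 4, 0.00635 and 0.263), secretory (15 of 18, 0.00635 and 0.220), host defence (11 of 17, 0.00994 and 0.334), mucin (11 of 16, 0.0173 and 0.329) and unfolded protein response genes (15 of 19, 0.0259 and 0.473), each with the adjusted P at the preset and then at an estimated correlation. Adjusted over the list alone, 2 gland, 3 host defence and 2 mucin genes rose, 1 xenobiotic metabolism gene rose and 1 fell, and none of the others passed. At the preset correlation the call was lost without pig 13031 or 3887 for mucins (0.125 and 0.0855) and host defence (0.0528 and 0.197), without 13003 or 3894 for the unfolded protein response (0.476 and 0.11), and without 13004, 13031 or 3887 for xenobiotic metabolism (0.114, 0.0501 and 0.0806).

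For the difference of the CF effect between small and large airway secretory cells, edgeR called 0 of 11848 genes (614 at an unadjusted P-value under 0.05), DESeq2 1 and edgeR with the pig as a replicate block 19. With the block, only pigs with at least 10 secretory cells in both airways bear on this difference. These were CF pigs 3887 and 13003 and non-CF pigs 3894 and 13004. AKR1C1, which encodes an aldo-keto reductase, had the call by DESeq2 and passed with the block (log2 fold change 3.45, adjusted P = 0.00177), and CFTR and CD36 had -1.23 and 3.52 without it (edgeR adjusted P = 0.913 for both). By camera the difference was positive for interferon response (8 of 9 genes, adjusted P = 0.0134, or 0.571 with an estimated correlation), ionocyte (7 of 7, adjusted P = 0.0134, or 0.612 with an estimated correlation) and ciliogenesis genes (10 of 13, adjusted P = 0.0317, or 0.571 with an estimated correlation) and negative for gland genes (4 of 4, adjusted P = 0.0380, or 0.571 with an estimated correlation), of which 2 passed adjusted over the list alone and none of the other lists' genes did. With the block these calls were lost for interferon response (0.103), ciliogenesis (0.437) and gland genes (0.382), and calls were gained for cholesterol synthesis (18 of 19 positive, 6.04e-04 against 0.519) and MHC class I genes (10 of 11, 6.04e-04 against 0.256), neither of which was tested with the block at an estimated correlation. For ionocyte genes the call was lost without pig 13004 (0.112), 13034 (0.158) or 3887 (0.0985). Single pigs also ended the call for interferon response (13004, 0.112; 13034, 0.219; 3882, 0.259), ciliogenesis (0.0609 to 0.274 without 13031, 13034, 3788, 3882 or 3887) and gland genes (0.0754 to 0.274 without 13004, 13031, 3788, 3882 or 3887), and the cause was not tested.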
